# Genome-wide identification and expression analysis of the *CBF/DREB1* gene family in lettuce

**DOI:** 10.1038/s41598-020-62458-1

**Published:** 2020-03-31

**Authors:** Sunchung Park, Ainong Shi, Beiquan Mou

**Keywords:** Gene ontology, Phylogeny, Abiotic

## Abstract

The C-repeat binding factor (CBF)/dehydration-responsive element binding (DREB1) proteins play a prominent role in freezing tolerance and are highly conserved in higher plants. Here we performed a genome-wide search of the *CBF/DREB1* gene family in lettuce (*Lactuca sativa* L.) and identified 14 members of the family with one member gene containing a non-sense mutation within the AP2 DNA-binding domain. A comprehensive phylogenetic analysis of the *CBF/DREB1* family members in 20 plant species from the Asterid or Rosid clade provided evidence that tandem duplication played an important role in the expansion of the *CBF/DREB1* family. Expression analysis showed that twelve of the lettuce *CBF* genes were responsive to low temperature (4 °C), and that three and six of them could also be responsive to salt and heat stresses, respectively. Unlike *Arabidopsis thaliana* whose members of the *CBF/DREB1* family respond only to a particular stress, lettuce CBFs provide wider protection from combinations of abiotic stresses. A global transcriptome analysis revealed distinctive temporal expression patterns among the cold-regulated genes in lettuce plants exposed to low temperature. Genes induced throughout the cold treatment are enriched in functions associated with protection from UV and high-light intensity and the genes suppressed after 7 days of cold exposure are enriched in photosynthesis-associated functions. These results provide insight into the molecular evolutionary properties of the *CBF/DREB1* gene family in lettuce and a reference for genetic improvement of the lettuce response to cold acclimation.

## Introduction

Freezing stress is a primary environmental factor that limits productivity and growth of plants. Many plants in temperate regions show an increase in freezing tolerance after exposure to low, non-freezing temperatures, a phenomenon called cold acclimation. The C-repeat binding factors (CBFs)/dehydration-responsive element binding (DREB1) proteins have been identified as key transcription factors in cold acclimation. In *Arabidopsis thaliana* (hereafter referred to as Arabidopsis), *CBF1*, *CBF2*, and *CBF3*^1,2^—also known as *DREB1b*, *DREB1c* and *DREB1a*, respectively^3^—are rapidly induced when plants are exposed to low temperatures, and they subsequently induce about 130 genes, referred to as the CBF regulon^4–6^. Expression of the CBF regulon brings about an increase in freezing tolerance, which is supported by the findings that overexpression of *CBF1*, *CBF2*, or *CBF3* leads to an increase in freezing tolerance without pre-exposing the transgenic plants to low temperature^5,7,8^ and attenuation of the CBF pathway in plants exposed to low temperature results in a decrease in freezing tolerance^6,9^. The mechanisms by which the CBF regulon increases freezing tolerance are not fully understood, but involve the function of genes encoding cryoprotective polypeptides^10,11^ and enzymes associated with the synthesis of low molecular weight cryoprotectants such as proline and raffinose^12,13^.

Arabidopsis *CBF1*, *CBF2*, *and CBF3* are linked tandemly in chromosome 4 and are very similar to each other in protein sequences with > 86% identity in full-length and >95% over the AP2-domain, suggesting that the *CBF* genes evolved through tandem duplication. In addition, the nonsynonymous (Ka) and synonymous (Ks) substitution ratio between them is significantly less than 1^14^. In general, a Ka/Ks ratio greater than one indicates positive selection, and the ratio close to 1 indicates neutral selection, while the ratio less than 1 indicates purifying selection that leads to limited functional divergence of the duplicated genes. Thus, the result implies that the CBFs are under the influence of purifying selection and have not diverged much in function after duplication. Consistently, CBF1, CBF2, and CBF3 regulate similar sets of genes as overexpression of *CBFs* induces similar sets of genes^6^ and the mutation studies using CRISPR genome-editing technology suggests their functional redundancy as the three Arabidopsis CBFs are required for a full capacity of freezing tolerance^15–17^.

The *CBF/DREB1* genes are well conserved in flowering plants^18^. Homologs of Arabidopsis *CBF* genes have been identified and characterized in several species including maize^19^, rice^20^, barley^21,22^, wheat^23^, tomato and rapeseed^18^, soybean^24^, and oat^25^. The CBF/DREB1 homologs contain an APETALA2/ethylene-responsive element binding factor (AP2/ERF) DNA-binding motif^26^. The CBF pathway has been identified as a locus contributing to freezing tolerance in Arabidopsis^27,28^, *Medicago*^29^, barley^30^, and wheat^31^. Thus identification of the CBF pathway genes would be a critical step towards improvement of freezing tolerance in agricultural crops.

The Arabidopsis genome encodes three other genes closely related to the *CBF* genes, *CBF4*, *DDF1*, and *DDF2*. Previously, Nakano *et al*.^32^ showed through a phylogenetic analysis that these six genes constituted a subfamily, designated IIIc, which is part of a larger monophyletic group III in the AP2/ERF superfamily in Arabidopsis. The members of IIIc subfamily (i.e. CBF/DREB1 subfamily) are separated from other AP2/ERF family members by the CBF signature sequence motifs (PKK/RPAGRxKFxETRHP and DSAWR) flanking the AP2 domain^18^. Despite high sequence similarity and similar sets of target genes between the family members^33^, they appeared to be involved in different abiotic stresses. For example, CBF1, CBF2, and CBF3 respond only to low temperature and are involved in cold acclimation; CBF4 is involved in drought tolerance^33^; and DDF1 and DDF2 are involved in high-salinity tolerance^34^. These results suggest that much of their functional divergence lies in different responsiveness to stress rather than protein sequences. Thus, the identification of the CBF pathway associated with freezing tolerance would require both phylogenetic analysis and expression analysis.

Lettuce is an important vegetable crop, with health benefits attributed to vitamin C, phenolic compounds, and fiber content^35,36^ and recently the genome sequence of a lettuce cultivar ‘Salinas’ has been released^37^. Lettuce is a cool season vegetable that can grow in regions with mild winters with an optimal temperature range of 13 °C to 18 °C^38^. However, brief exposure to frost during the winter season may reduce quality of lettuce. Frost damage often occurs in the winter lettuce production areas of Imperial Valley, California and Yuma, Arizona^39,40^. Freezing temperatures cause blisters and peeling of lettuce leaves, leading to decay and rot. Damaged leaves also provide entrance for plant pathogens. Improved freezing tolerance is an important long-term lettuce breeding goal for winter production. As a first step toward the goal, we identified the *CBF/DREB1* gene family in lettuce through a comprehensive phylogenetic analysis and characterized expression of the genes under various stress conditions to determine their associations with abiotic stress response. In addition, we investigated the cold-regulated (COR) genes that might play important roles in the process of cold acclimation in lettuce. These results provide insight into the mechanism of freezing tolerance as well as evolution of the *CBF/DREB1* genes in lettuce.

## Results

### Identification of *CBF/DREB1* gene family in lettuce

The *CBF/DREB1* genes in Arabidopsis belong to a subfamily, namely, the group IIIc with six gene members^32^. We used all six Arabidopsis genes as queries to search the protein database of lettuce (genome version 8) using the BLASTP method. To determine the *CBF/DREB1* gene family through a comparative phylogenetic analysis, we expanded the search to 19 other plant species. The 19 species were selected from the Asterid and Rosid clades that represent the two largest clades in flowering plants^41^: nine species including Arabidopsis were selected from the Rosid clade, and ten species were selected from the Asterids, which also includes lettuce. (Table S1).

Based on sequence similarity (E-value <1e-20) with the Arabidopsis proteins and the presence of an AP2 DNA-binding domain, we detected 652 *CBF*-like genes from the 19 species and lettuce (Table S2**;** see Materials and methods). The number of genes varied among species, ranging from 19 genes from chili pepper (*Capsicum annuum*) or sesame (*Sesamum indicum*) to 65 genes from cotton (*Gossypium hirsutum*). Additionally, 38 genes were identified from lettuce; 22 genes were identified from Arabidopsis that correspond to the previously identified genes of the Arabidopsis group III except a pseudo gene^32^. In general, the number of *CBF*-like genes in each species correlated with the total number of genes in its genome with an R2 of 0.75 (Table S3**)**.

To determine the *CBF/DREB1* gene family in the *CBF*-like genes, we conducted a phylogenetic tree analysis with the amino acid sequences of the genes. The phylogenetic tree distinguished five clusters (IIIa, IIIb, IIIc, IIId, and llle) (Fig. 1), consistent with the previous classification in Arabidopsis^32^. All five clusters contained genes from both Asterid and Rosid species, indicating that the clusters diverged prior to evolutionary separation of the Asterid and Rosid clades. The cluster IIIc corresponding to the *CBF/DREB1* family had 198 genes in total including the six Arabidopsis *CBF/DREB1* genes (Table S2). There were 13 lettuce genes in the IIIc cluster, twelve of which had predicted protein sizes ranging from 197 to 231 amino acids, whereas one gene (*LsCBF7*; *Ls9g54981*) had a predicted protein size of 65 amino acids. The *LsCBF7* had a nonsense mutation within the AP2-DNA binding domain that resulted in a truncated protein (Fig. S1). To ensure that all the *CBF/DREB1* family members in lettuce genome were identified, we searched the lettuce genome sequence using the tBLASTN method with protein sequences of the identified 13 genes as queries. A new gene (*Ls9g54101.1*) was found with a significant E-value of 3E-98, which was annotated as a splicing variant of the representative *Ls9g54101.3* locus in the lettuce genome v8. The two splicing variants are, however, located in separate genomic regions (Fig. S2a) and encode similar but distinct proteins (Fig. S3), suggesting that they are different genes. Consistently, our RNA-seq analysis indicated independent transcriptions from the splicing variants as RNA-seq reads were mapped exclusively to each of the variants (Fig. S2b). Thus, we included the new gene as a member of the lettuce *CBF/DREB1* family. In addition, the *LsCBF8* gene sequence was incomplete in the genomic database, and we corrected it by Sanger sequencing **(**Fig. S4). Finally, a total 14 genes were identified and named consecutively from *LsCBF1* to *LsCBF14*, according to their chromosomal locations (Table 1).

**Figure 1:**
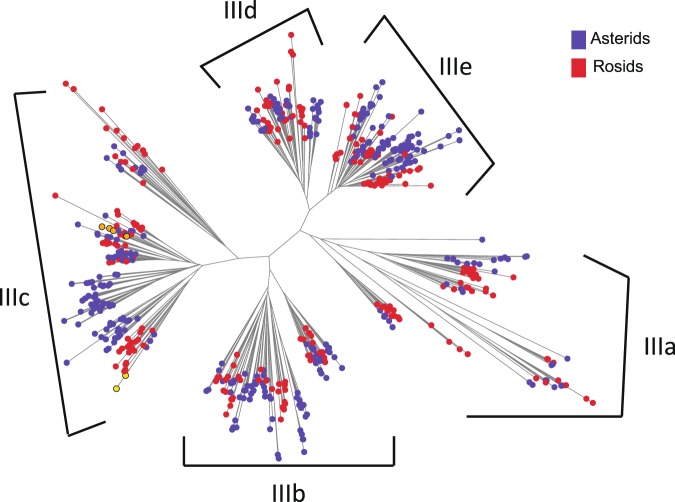
Phylogenetic analysis of the 652 *CBF*-like genes from 20 species including lettuce and Arabidopsis. The eleven species in the Asterid clade including lettuce are marked in blue circles; the nine species in the Rosid clade including Arabidopsis, in red circles; Arabidopsis CBF1–4, in gold circles; and Arabidopsis DDF1–2, in yellow circles. Five clusters, IIIa-e are named following the classification of the Arabidopsis AP2/ERF family by Nakano *et al*.^32^.

**Table 1:** List of *CBF/DREB1* genes in lettuce.

Gene.Name	^a^Gene.Model	Protein.Length (amino acids)	^b^Location in Chromosome (Chr: start - end)
LsCBF1	Ls2g130641	197	2: 210322269–210322862
LsCBF2	Ls6g13081	209	6: 10672781–10673410
LsCBF3	Ls9g53921	231	9: 62232796–62233491
LsCBF4	Ls9g53960	223	9: 62282593–62283264
LsCBF5	Ls9g53101.3	222	9: 62497515–62498183
LsCBF6	Ls9g53101.1	222	9: 62505221–62505889
LsCBF7	Ls9g54581	69	9: 62769828–62770481
LsCBF8	Ls9g54900	220	9: 63083658–63084320
LsCBF9	Ls9g54880	220	9: 63083658–63084320
LsCBF10	Ls9g54860	220	9: 63099989–63100651
LsCBF11	Ls9g54780	210	9: 63158427–63159059
LsCBF12	Ls9g54680	222	9: 63227326–63227994
LsCBF13	Ls9g114680	210	9: 186836649–186837281
LsCBF14	Ls9g114720	214	9: 187031234–187031878

^a^Name of gene model was modified from the annotation of the lettuce genome v8, which consist of: (1) the prefix ‘Ls’ indicating the lettuce species abbreviated from L. sativa; (2) one digit number indicating its chromosome (1–9); (3) a letter, ‘g’ indicating that the name is for a gene; and (4) a 4–6 digit number from the lettuce genome v8 that is assigned uniquely to each gene.

^b^Locations represent the coding region of gene.

The 14 *LsCBF* genes showed 41–98% identity to each other at the amino acid level in full-length, and 71–100% identity for the AP2 DNA-binding domain (Fig. S5**)**. The CBF/DREB1 signature sequence motifs^18^ were also highly conserved with a few variations. An arginine (R) was present in place of the proline (P) at the fourth residue of the first motif (PKK/RPAGRxKFxETRHP), and in the second motif (DSAWR), a valine (V) was more common at the third position.

### Phylogenetic analysis of the *CBF/DREB1* gene family

To determine orthologous or paralogous relationships of the *CBF/DREB1* genes from the 20 species, a phylogenetic tree was constructed using the neighbor joining (NJ) method based on the encoded protein sequences of the genes. The resulting tree categorized the genes into three clades, designated A, B, and C (Fig. 2). The three clades included genes from both Asterid and Rosid species, indicating that ancestral genes of the three clades diverged before the Asterids and Rosids separated. Clade A included the four Arabidopsis CBFs and clade B included the two Arabidopsis DDFs, while clade C did not have any Arabidopsis gene. Thus, the ancestral gene of clade C appeared to be lost in the Arabidopsis lineage. Clade A could be further divided into two subclades, A1 and A2. A1 included genes from both Asterid and Rosid species, whereas A2 included genes only from the Asterid species. Thus, subclade A1 appeared to predate a separation of the Asterids and Rosids and be ancestral to the paralogous A2 subclade (Fig. 2).

**Figure 2:**
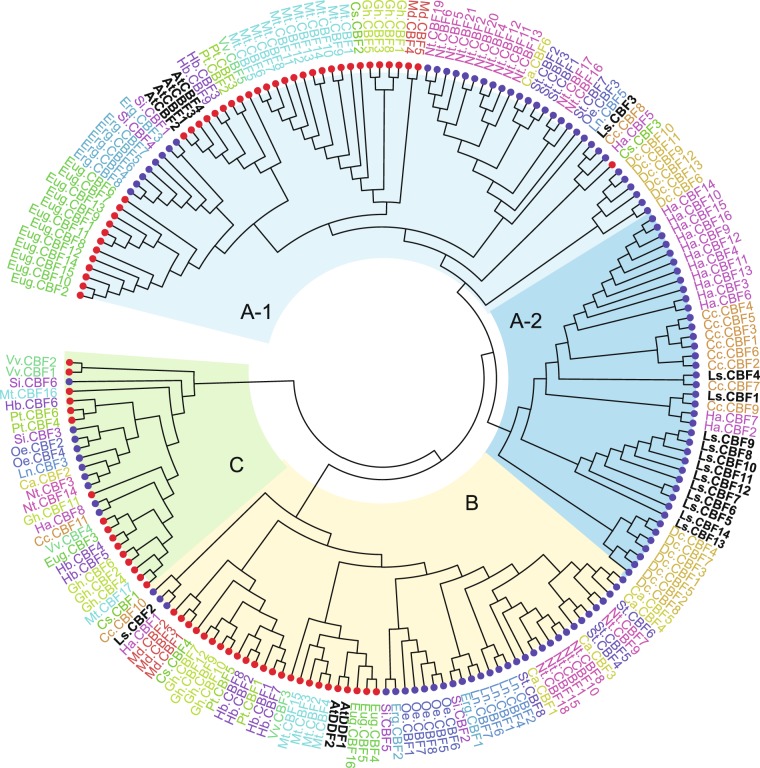
Phylogenetic analysis of 198 *CBF/DREB1* genes from 20 plant species. The phylogenetic tree was constructed using the NJ method^62^. The blue and red circles on the tree indicate Asterid and Rosid species, respectively. The *CBF* genes of Arabidopsis (At) and lettuce (Ls) are presented in black and genes from other species are color-coded according to species. The other species are: Cucumber (Cs: *Cucumis sativus*); Rubber Tree (Hb: *Hevea brasiliensis*); *Medicago* (Mt: *Medicago truncatula*); Cotton (Gh: *Gossypium hirsutum*); *Eucalyptus* (Eug: *Eucalyptus grandis*); Apple (Md: *Malus domestica*); Cottonwood (Pt: *Populus trichocarpa*); Wine grape (Vv: *Vitis vinifera*); Chili Peppers (Ca: *Capsicum annuum*); Artichoke (Cc: *Cynara cardunculus*); Carrot (Dc: *Daucus carota*); Monkey flower (Erg: *Erythranthe guttata*); Sunflower (Ha: *Helianthus annuus*); Morning glory (Ln: *Ipomoea nil*); Tobacco (Nt: *Nicotiana tabacum*); Olive (Oe: *Olea europaea*); Sesame (Si: *Sesamum indicum*); Potato (St: *Solanum tuberosum*) (See Table S1).

The lettuce *CBF/DREB1* genes were distributed unevenly over the clades. Clade A had 13 lettuce *CBF/DREB1* genes and clade B had only one gene, *LsCBF2*, while Clade C had no lettuce genes (Fig. 2). This result suggested that the 13 LsCBFs in clade A were orthologous to AtCBFs, and LsCBF2 was orthologous to AtDDFs, whereas, like Arabidopsis, the ancestral gene of clade C seemed to be lost in the lettuce lineage. Within clade A, most of the lettuce genes (10) formed a distinct monophylogenetic group while the two genes, *LsCBF1* and *LsCBF4*, were clustered with those of the Asteraceae family–artichoke (Cc) and sunflower (Ha)–to which lettuce also belongs. This topology was also observed among other plant species. For instance, the majority of the genes of artichoke (Cc), sunflower (Ha), and carrot (Dc) within subclade A2 were formed into separate phylogenetic groups by species, and likewise were genes of *Eucalyptus* (Eug), monkey flower (Erg), Arabidopsis (At), *Medicago* (Mt), and tobacco (Nt) in subclade A1 and genes of cotton (Gh), morning glory (Ln), and olive (Oe) in the B clade (Fig. 2). The results implied that the paralogous duplication in the *CBF/DREB1* gene family occurred in each species lineage.

### Chromosomal locations and tandem duplication of the lettuce *CBF/DREB1* genes

We examined the chromosomal locations of the 14 lettuce *CBF/DREB1* genes. The *LsCBFs* were unevenly distributed: chromosome 2 and 6 contained only one *LsCBF* gene, while chromosome 9 contained 12 of *LsCBFs*. Of the 12 *LsCBFs*, 10 genes were located in a cluster (Fig. 3), suggesting tandem duplication. In support of this idea is that the tandemly arrayed *LsCBF* genes (i.e., LsCBF5–12) fall into a single clade in the phylogenetic tree (Fig. 2). Thus, these results suggest that those genes on chromosome 9 evolved through tandem duplication in the lettuce lineage.

**Figure 3:**
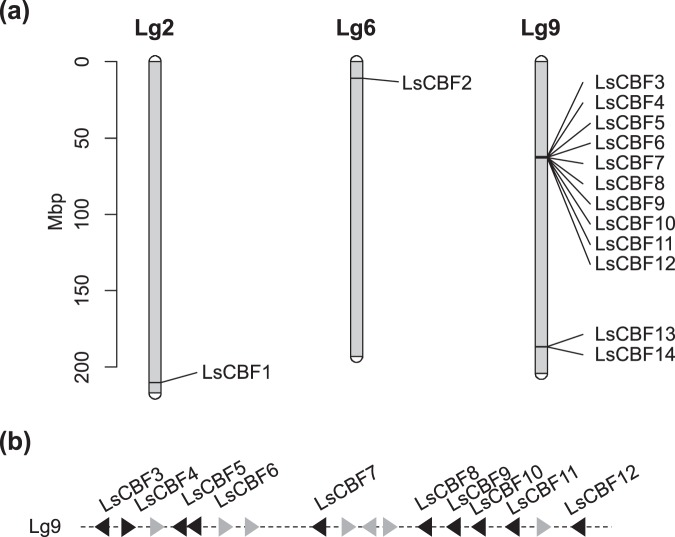
Chromosomal location of lettuce *CBF/DREB1* genes. (**a**) The genes are located over the three linkage groups: Lg2, Lg6, and Lg9. (**b**) Schematic representation of the ten genes located in a tandem cluster on Lg9. Black triangles indicate the *CBF* genes and grey triangles indicate non-*CBF* genes.

To see if selective constraints acted on the duplicated genes, we examined Ka/Ks ratio using full-length protein sequences of the genes. The pairwise comparison between the 14 *LsCBF* genes displayed a range of 0.07–0.49 of Ka/Ks ratio, and comparison of those to Arabidopsis *CBF*/*DREB1* genes displayed a range of 0.08–0.18, which are significantly lower than 1. The results indicated that the *LsCBF* genes were under purifying selection pressure with limited functional divergence (Table S4).

For those *CBF/DREB1* genes from the same species that fall into a phylogenetic clade as shown in Fig. 2, we investigated whether the genes were tandemly distributed in the genome. We examined the chromosomal location of the *CBF/DREB1* genes of carrot, *Medicago*, *Eucalyptus*, olive, and sunflower, in which chromosomal locations of these genes were available. We found that a majority of the genes in the five species were indeed tandemly arrayed (Fig. S6). These results support the idea that tandem duplication was a major process in the evolution of the *CBF/DREB1* gene family.

### Transcriptome analysis of the response to low temperature in lettuce cv. Salinas

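RNA-seq of above-ground tissue of ‘Salinas’ lettuce was analysed at 4 time-points, 0 h, 4 h, 24 h and 7 d, with 3 replicates each and 12 samples in all. The plants were 18 days old when the treatment began. Warm-grown plants (0 h) were held at 20 °C and received 350 to 400 µmol m−2 s−1 of light, whereas cold-treated plants were held at 4 °C and received 100 µmol m−2 s−1. The photoperiod was 16 h at 20 °C and is not stated for the cold treatment. Temperature and light changed together and the plants at 7 d were also older, so these samples cannot separate the effects of cold, light and age. The authors mapped paired-end reads to the lettuce genome with STAR, counted them per gene with featureCounts, and deposited CPM values for 23933 genes. These values are read counts scaled by library size only, since each sample sums to 1000000, and 100% of the values are whole multiples of 1 read, which allowed the reads to be recovered. Between 18609189 and 25952306 reads per library lay on these genes, with medians of 20203314 at 0 h, 18758563 at 4 h, 21032305 at 24 h and 18978008 at 7 d. A level of 3 reads, taken as the smallest that this depth can show, was 0.116 to 0.161 CPM, and this floor covers counting error only. Differences were tested with limma on log2(CPM + 1), with the 4 time-points sharing one estimate of the spread. The edgeR quasi-likelihood test with TMM normalization was run beside it on the recovered reads. Across genes, which are not independent replicates, Pearson's r of the log2 values was between 0.990 and 0.995 for 10 of the pairs of replicates of one time-point. For the 2 pairs with 0 h replicate 3 it was between 0.976 and 0.979.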

To survey the global transcriptome change during cold acclimation in lettuce, we conducted RNA-seq on ‘Salinas’ lettuce plants exposed to low temperature for 0 h, 4 h, 24 h, and 7 days. We determined the *COR* genes with the criteria of fold change >2 and FDR = 0.01. 

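The same criteria were applied here as an absolute log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p-value of at most 0.01 in each contrast with 0 h. A gene was tested if it reached at least 0.5 CPM in at least 2 of the 12 samples, which left 22306 genes. Of the 1627 genes not tested, 1194 were under 0.5 CPM in every sample, 433 reached it in 1 sample, and 197 had no read in any sample. Because 1 CPM was added before taking logarithms, the log2 fold changes of genes with few reads were smaller than the ratios of their mean CPM.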

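Across the 3 cold time-points, 3938 COR genes passed these criteria in the limma test. Of these, 2766 were cold-induced and 1193 were cold-repressed at 1 or more time-points, and 21 were counted in both sets. The alternative that moved the number of COR genes most was a test against a 2-fold change itself, which left 896. On the recovered reads, the edgeR quasi-likelihood test called 5238 COR genes, 2913 of them cold-induced and 2381 cold-repressed, and 3651 genes (92.7% of the 3938) were called by both tests.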

We identified 5,449 *COR* genes, of which 2,957 were cold‐induced and 2,492 were cold‐repressed in lettuce plants (Fig. 4a; Table S5). The greatest number of genes (1,628) were significantly upregulated at 4 h, followed by 1,408 genes at 7 days and 1,387 genes at 24 h, whereas 1,800 of genes were significantly downregulated at 7 days, followed by 1,471 genes at 24 h, and 325 at 4 h (Fig. 4a). 

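In the limma test, 1148 genes were upregulated at 4 h, 1336 at 24 h and 1518 at 7 d, whereas 132 were downregulated at 4 h, 791 at 24 h and 760 at 7 d. The corresponding edgeR numbers were 1378, 1601 and 1413 genes upregulated and 280, 1397 and 1701 downregulated. The balance at 7 d moved with the scaling of the libraries. Upregulated genes made up 66.6% of the genes past the threshold at 7 d under library-size scaling, 48.7% under TMM normalization, 45.4% under RLE normalization and 45.4% in the edgeR test. The median log2 fold change of all genes tested at 7 d was 0.15 under library-size scaling and 0.02 under TMM normalization, so changes at 7 d are read against that shift. At 4 h, 89.7% of the genes past the threshold were upregulated, and under TMM normalization 87.4% were. Changes of single genes were ranked among genes past the threshold with a mean of at least 1 CPM over the 12 samples and every cold sample on the same side of every 0 h sample. The largest increase at 24 h was that of Ls3g76921.1, described as Cold-shock protein CS120, from 0.923 ± 0.0711 CPM at 0 h to 1007 ± 41.8 CPM (SD, n = 3). Its log2 fold change was 9.03 (standard error 0.0953, adjusted p = 1.08e-14 from limma with Benjamini-Hochberg adjustment). At 7 d the largest increase was that of Ls4g84040.2, for which no description is given, from 1.64 ± 0.453 CPM to 1544 ± 176 CPM (SD, n = 3). The largest decrease at 24 h was that of Ls6g19060.3, with a log2 fold change of -4.95, from 299 ± 95.5 CPM to 11.7 ± 12.6 CPM (SD, n = 3). At 7 d it was that of Ls6g44180.1, which fell by 4.70 on the log2 scale. The SD of Ls6g19060.3 at 24 h was larger than its mean.

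**Figure D1:**
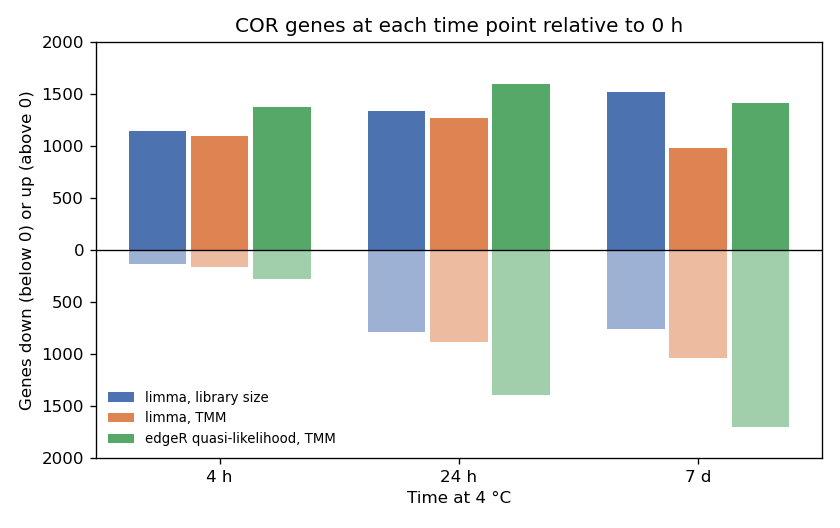
Number of COR genes at 4 h, 24 h and 7 d of cold (x axis), with upregulated genes drawn above 0 and downregulated genes below 0 (y axis, genes), for limma with library-size scaling, limma with TMM normalization and the edgeR quasi-likelihood test with TMM normalization. Upregulated genes at 7 d number 1518 under library-size scaling and 988 under TMM normalization in limma.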

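Of the upregulated genes, 277 were upregulated at all 3 time-points, which was 24.1% of those at 4 h, 20.7% of those at 24 h and 18.2% of those at 7 d. A further 588 genes were upregulated at 4 h alone, 405 at 24 h alone and 814 at 7 d alone, and 399 were shared by 24 h and 7 d only. Downregulation at all 3 time-points was found for 61 genes, which was 46.2% of those at 4 h, 7.71% of those at 24 h and 8.03% of those at 7 d. Only 25 genes were downregulated at 4 h alone, against 370 at 24 h alone and 369 at 7 d alone. Under TMM normalization in limma, genes upregulated at 1 time-point alone numbered 573 at 4 h, 469 at 24 h and 442 at 7 d. For upregulated genes, the region of 7 d alone is thus the largest under library-size scaling and the smallest under TMM normalization in limma. In the edgeR test, which also uses TMM normalization, these upregulated regions held 638, 510 and 638 genes, so the rank of 7 d alone depends on the test as well. Genes downregulated at 4 h, 24 h and 7 d alone numbered 31, 359 and 540 under TMM normalization in limma. In the edgeR test they numbered 59, 543 and 909. The downregulated region of 7 d alone was the largest in both, whereas those of 24 h and 7 d were nearly equal under library-size scaling. The edgeR test placed 352 upregulated and 127 downregulated genes in the regions common to all 3 time-points.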

Venn diagram analysis indicated that 341 genes were commonly upregulated at all three time-points, which accounted for 21–25% of the upregulated genes at the three time-points, whereas only 133 genes were commonly downregulated at all three time-points, which accounted for 41% at 4 h, 9% at 24 h, and 7% at 7 days, respectively. These results also indicated that there were substantial differences in the *COR* gene sets between the different time-points. However, the differences could be due to the arbitrary cut-offs used to define the *COR* genes. 

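Membership of a gene in the set of one time-point and not of another does not test the difference between them, so the cold time-points were also compared directly. Between 24 h and 4 h, 1434 genes were past the threshold in the limma test, between 7 d and 24 h 823 genes were, and between 7 d and 4 h 2310 genes were. The edgeR test gave 1954, 1346 and 3222 genes for these contrasts. Among the 3938 genes called against 0 h, 2376 (60.3%) also differed between 2 cold time-points.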

To determine whether there were distinctive temporal expression patterns for the *COR* genes, we conducted a hierarchical clustering on the transcript levels of the *COR* genes. 

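Hierarchical clustering of the 3 log2 fold changes of the 3938 genes, with Euclidean distance and complete linkage, was divided into 6 clusters. The largest cluster held 2438 genes with mean log2 fold changes of 0.72 at 4 h, 0.94 at 24 h and 0.86 at 7 d. A cluster of 158 genes had its highest mean at 4 h, 2.78, with 1.41 at 7 d. The clusters of 100 and 11 genes had their highest means at 24 h, 3.55 and 6.48. Suppressed genes formed a cluster of 1196 genes, with means of -0.29, -1.07 and -1.08 at the 3 time-points, and a cluster of 35 genes whose mean fell from -0.36 at 4 h to -3.22 at 7 d.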

The heat map showed that there were indeed groups of genes with different temporal expression patterns. According to the time-points of peak expression, the *COR* genes could be divided into six groups: the cold-induction of G1 genes peaked at 4 h, G2 at 24 h, G3 at 7 days, and G4 throughout the cold treatment; cold-suppression of G5 and G6 genes peaked at 24 h and 7 days, respectively (Fig. 4).

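The part of Table S5 used here lists 1997 of the paper's 5449 COR genes, with only linkage groups 0 to 3 in full. Of these 1997 genes, 1959 were among those tested here. The table gives a group for 1855 of the tested genes and none for the other 104. The mean log2 fold change of the 225 listed G1 genes was 1.58 ± 0.10 at 4 h (SD of the 3 replicates) and 0.21 ± 0.060 at 7 d. That of the 255 G2 genes was 1.84 ± 0.065 at 24 h, and that of the 259 G3 genes rose from 0.19 ± 0.0090 at 4 h to 1.33 ± 0.0085 at 7 d. The 226 G4 genes had means of 1.40 ± 0.040 at 4 h and 1.49 ± 0.11 at 24 h, and 90 of them (39.8%) were upregulated past the threshold at all 3. Among suppressed genes, the mean of the 453 G5 genes was -1.07 ± 0.071 at 24 h and -0.64 ± 0.060 at 7 d, and that of the 437 G6 genes was -1.10 ± 0.035 at 7 d. These SDs are not standard errors of the changes, which also carry the spread of the 0 h libraries. The largest change lay at the stated time-point for 99.6% of G1, 93.7% of G2, 96.5% of G3, 80.8% of G5 and 92.9% of G6 genes. These groups were defined by the authors on the same samples, so these shares do not measure how stable the groups are. The largest shift of a group mean under the alternatives was that of G4 at 4 h, to 2.28 in the edgeR test on the recovered reads, which also moved G2 at 24 h to 2.27 and G6 at 7 d to -1.93. Other means moved further elsewhere, G3 at 7 d to 1.61 with a pseudocount of 0.1 and G1 at 7 d to 0.074 under RLE normalization. For G4 at 4 h and G2 at 24 h, a pseudocount of 0.1 alone gave 2.02 and 2.21 and TMM normalization in limma alone gave 1.38 and 1.81, so most of the shift of these 2 means lies in the treatment of low counts. Without the paper's groups, each of the 3938 COR genes was placed by its largest change. Induction peaked at 4 h for 751 genes, at 24 h for 715 and at 7 d for 1014, 277 were induced throughout, and suppression peaked at 4 h for 44, at 24 h for 593 and at 7 d for 544. Under TMM normalization in limma, induction peaked at 4 h, 24 h and 7 d for 747, 741 and 583 genes. Suppression then peaked at these time-points for 50, 612 and 785 genes. The rank of 7 d in both directions thus depends on the scaling.

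**Figure D2:**
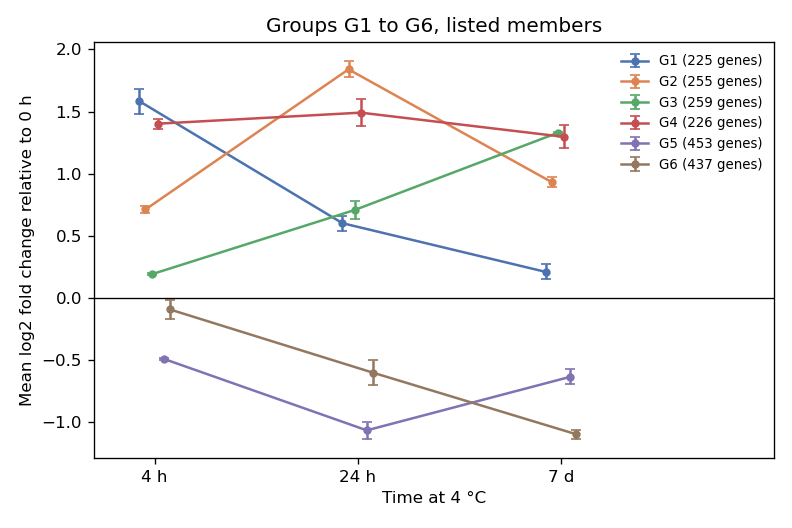
Mean log2 fold change relative to 0 h (y axis) of the listed genes of groups G1 to G6 at 4 h, 24 h and 7 d of cold (x axis). Points are means over the genes of a group and error bars are the SD of the 3 replicates, and the mean of G2 is highest at 24 h, 1.84. The bars are not standard errors of the change from 0 h.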

**Figure 4:**
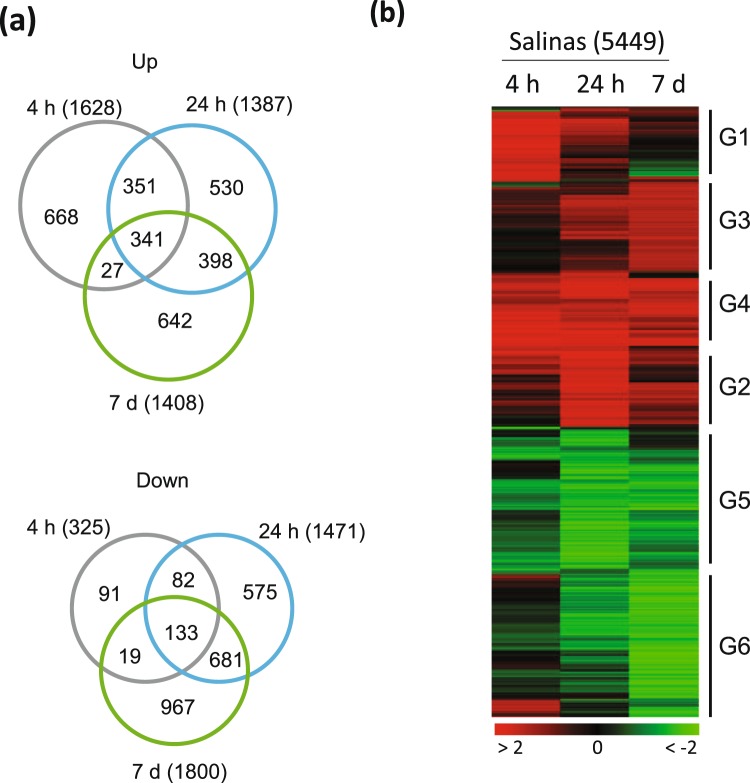
The *COR* genes of lettuce display distinctive temporal expression patterns. (**a**) Venn diagrams comparing the number of up- or down-regulated genes in plants exposed to low temperature for 4 h, 24 h, 7 d. (**b**) Heat map with differentially expressed genes in lettuce plants exposed to low temperature (4 °C) for 4 h, 24 h, or 7 days (7 d). The groups of genes labeled G1–6 show different temporal patterns of expression in response to low temperature. The color scale represents log_2_‐fold change.

Enrichment analysis of GO biological functions indicated that the G1 and G2 genes were enriched in functions relating to stresses including “defense response”, “response to stress”, “response to wounding”, and “proline biosynthesis process”. 

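The enrichment of functions was not computed here, because descriptions were used only for the 1619 listed genes that have one. The listed genes are a part of the authors' COR genes, with only linkage groups 0 to 3 in full, so family counts cover that part only. The authors selected them as COR genes on the same samples. Counts of called genes in a family thus partly follow from that selection. Calmodulin or calcium is not among the functions the paper lists for G1, and 11 of 24 listed genes so described were in G1. Of these 24 genes, 14 were upregulated at 4 h, 6 at 24 h and 2 at 7 d. None was downregulated in the limma test, and 20 had a log2 fold change above 0 at 4 h. Their median log2 fold change at 4 h was 1.37 and that of the same genes at 7 d was 0.04, which fell to -0.03 under TMM normalization. In the edgeR test, 15 of these genes were upregulated and 0 downregulated at 4 h, 8 and 3 at 24 h, and 2 and 3 at 7 d. The edgeR median at 7 d was -0.13. The largest change at 4 h was that of Calcium-transporting ATPase 2, plasma membrane-type (Ls4g160760.1), from 30.5 ± 7.53 CPM at 0 h to 278 ± 38.4 CPM (SD, n = 3). Its log2 fold change was 3.16 (standard error 0.178, adjusted p = 8.06e-08 from limma with Benjamini-Hochberg adjustment). Probable calcium-binding protein CML46 (Ls2g87480.3) and Calcium-binding protein PBP1 (Ls1g53381.1) had log2 fold changes of 2.83 and 2.65 at 4 h. For proline biosynthesis, Delta-1-pyrroline-5-carboxylate synthase (Ls2g117820.3) was at 70.6 ± 4.70 CPM at 0 h, 71.3 ± 0.742 CPM at 4 h and 197 ± 13.3 CPM at 24 h (SD, n = 3). Its log2 fold change at 24 h was 1.46 (standard error 0.101, adjusted p = 2.62e-07 from limma with Benjamini-Hochberg adjustment). At 4 h it was 0.01, smaller than its standard error, and -0.03 under TMM normalization.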

The G3 genes peaking at a later stage of cold treatment showed a significant enrichment in functions associated with protein synthesis including “rRNA processing,” “RNA processing,” and “tRNA processing” (Table 2**)**. 

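Among the listed genes, 17 were described with ribosome, nucleolus or rRNA, and 15 of them were upregulated at 7 d, 8 at 24 h and 0 at 4 h. All 17 had log2 fold changes above 0 at 7 d under library-size, TMM and RLE scaling, with a median of 1.22 under the first and 1.06 under TMM. Probable nucleolar protein 5-2 (Ls1g62020.3) rose from 81.6 ± 6.36 CPM at 0 h to 266 ± 22.4 CPM at 7 d (SD, n = 3), a log2 fold change of 1.69 (standard error 0.112, adjusted p = 3.23e-07 from limma with Benjamini-Hochberg adjustment). U3 small nucleolar ribonucleoprotein protein IMP3 (Ls3g96881.1) and Ribosome biogenesis protein NOP53 (Ls2g125961.3) had log2 fold changes of 1.46 and 1.33 at 7 d. Of 10 listed helicase genes, 8 were upregulated at 7 d, and 1 was lower than at 0 h. DEAD-box ATP-dependent RNA helicase 13 (Ls2g42041.3) had a log2 fold change of 1.38 at 7 d, ATP-dependent DNA helicase PIF1 (Ls3g32320.2) one of 1.33, and DEAD-box ATP-dependent RNA helicase 5 (Ls1g13001.1) one of 1.21.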

The G4 genes that were upregulated throughout cold treatment were highly enriched in functions associated with protection from high-light intensity including “response to UV-A”, “cellular response to high light intensity,” “response to light stimulus,” and “photoprotection.” 

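The listed genes described with ultraviolet, chalcone synthase or photolyase numbered 3. All 3 were upregulated at 4 h and 2 of them also at 24 h and 7 d. Ultraviolet-B receptor UVR8 (Ls2g118081.1) was at 6.82 ± 2.03 CPM at 0 h, 26.1 ± 1.06 CPM at 4 h, 79.5 ± 6.23 CPM at 24 h and 52.4 ± 0.786 CPM at 7 d (SD, n = 3). The log2 fold changes were 1.83, 3.40 and 2.81 (standard error 0.160 each, adjusted p at 24 h = 6.87e-09 from limma with Benjamini-Hochberg adjustment). Chalcone synthase (Ls2g76880.1) rose from 89.0 ± 26.1 CPM at 0 h to 275 ± 43.6 CPM at 24 h (SD, n = 3), with log2 fold changes of 1.24, 1.64 and 1.27 at the 3 time-points. Light at the plants was lower during the cold treatment than before it.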

In the case of downregulated *COR* genes, the G5 genes that were suppressed most at relatively earlier stage of cold acclimation, i.e., 24 h, were enriched in functions associated with active growth including “hormone-mediated signaling pathway,” “cell wall organization or biogenesis,” and “signal transduction,” while the G6 genes that were suppressed most at later stage of cold acclimation, i.e., 7 days, were enriched in functions associated with photosynthesis or metabolism including “photosynthesis light harvesting,” “oxidation-reduction process,” “metabolic process,” and “carbohydrate metabolic process.” These results suggest that lettuce plants require the coordinated regulation of different sets of genes in the process of cold acclimation.

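Of 13 listed auxin genes, 6 were downregulated and 4 upregulated at 24 h, and their median log2 fold change at that time was -0.69. Auxin-responsive protein SAUR22 (Ls3g45581.1) fell from 6.26 ± 0.973 CPM at 0 h to 0.712 ± 0.334 CPM at 24 h (SD, n = 3), a log2 fold change of -2.09. At 4 h its log2 fold change was -2.27 (standard error 0.174, adjusted p = 1.22e-06 from limma with Benjamini-Hochberg adjustment), the largest decrease at that time-point among genes with a mean of at least 1 CPM. Auxin-responsive proteins SAUR19 (Ls3g45220.1) and SAUR50 (Ls2g78820.1) had log2 fold changes of -1.61 and -1.36 at 24 h, where no read of SAUR50 was found. Of 22 listed genes described with xyloglucan, expansin, cellulose or pectin, 12 were downregulated and 3 upregulated at 24 h. Expansin-A8 (Ls2g124880.1) fell from 91.3 ± 11.4 CPM to 24.7 ± 2.66 CPM (SD, n = 3), a log2 fold change of -1.84. Pectinesterase inhibitor 7 (Ls2g128901.1) and Cellulose synthase-like protein G1 (Ls3g11741.1) had log2 fold changes of -1.78 and -1.70. These genes were named among the G5 members, and the largest changes at 24 h in the 2 families were rises of genes outside G5, with log2 fold changes of 2.98 among auxin genes and 4.20 among the others. In G6, all 5 listed genes for the small chain of ribulose bisphosphate carboxylase and all 3 for chlorophyll a-b binding proteins were downregulated at 7 d, and their log2 fold changes were below 0 under TMM and RLE normalization as well. The authors placed these genes in G6 for suppression at 7 d on the same samples, so these counts largely follow from that selection. The largest change of the ribulose bisphosphate carboxylase genes was that of Ls4g153980.1, from 14289.9 ± 322 CPM to 2479 ± 77.5 CPM (SD, n = 3). Its log2 fold change was -2.53 (standard error 0.0814, adjusted p = 6.05e-10 from limma with Benjamini-Hochberg adjustment). Chlorophyll a-b binding protein 16 (Ls2g102941.1) fell by 2.08 on the log2 scale at 7 d. Of 4 listed laccase genes, 2 were downregulated at 7 d in the limma test and all 4 in the edgeR test, and Laccase-11 (Ls2g76580.1) had a log2 fold change of -1.49.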

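Outside the class induced throughout, 3661 COR genes were assigned a peak time-point. For 1781 of them (48.6%), the level at the peak also differed from both other cold time-points at an adjusted p-value of at most 0.01 in limma with Benjamini-Hochberg adjustment. By class this held for 491 genes with induction at 4 h, 354 at 24 h and 526 at 7 d, and for 13, 178 and 219 suppressed genes. From the groups with different peak times and the functions enriched in them, the paper proposes that lettuce requires coordinated regulation of different gene sets in cold acclimation.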

**Table 2:** Enrichment of GO biological functions for cold-regulated genes.

Group	GO.ID	GO.Term	Target (%)	Genome (%)	P-value
G1	GO:0010200	response to chitin	6.2	0.6	5E-28
	GO:0006952	defense response	17.8	7	7E-20
	GO:0006950	response to stress	28.6	15.1	3E-18
	GO:0009611	response to wounding	4.1	0.8	1E-11
	GO:0007165	signal transduction	16.9	8.6	3E-11
	GO:0032774	RNA biosynthetic process	16.7	8.8	2E-10
	GO:0009414	response to water deprivation	4.1	1.5	5E-06
	GO:0009409	response to cold	3.6	1.4	6E-05
G2	GO:0006561	proline biosynthetic process	0.7	12	2E-05
	GO:0006560	proline metabolic process	0.7	17	1E-04
	GO:0001101	response to acid chemical	7	968	1E-04
	GO:0009415	response to water	3.4	362	2E-04
G3	GO:0006364	rRNA processing	7.7	0.9	1E-38
	GO:0006396	RNA processing	13.4	3.8	4E-30
	GO:0034641	cellular nitrogen compound metabolic	36.4	20.9	2E-24
	GO:0010501	RNA secondary structure unwinding	2	0.2	4E-11
	GO:0008033	tRNA processing	2.3	0.6	7E-07
	GO:0042254	ribosome biogenesis	1.5	0.3	2E-06
G4	GO:0070141	response to UV-A	1	0.01	7E-09
	GO:0009411	response to UV	2.7	0.5	3E-08
	GO:0071486	cellular response to high light intensity	1	0.01	1E-07
	GO:0009628	response to abiotic stimulus	13.3	7.8	2E-06
	GO:0009416	response to light stimulus	6	2.5	2E-06
	GO:0010117	photoprotection	0.8	0.1	9E-05
	GO:0009409	response to cold	3.3	1.4	3E-04
G5	GO:0009755	hormone-mediated signaling pathway	6.9	4	7E-07
	GO:0071554	cell wall organization or biogenesis	4.3	2.2	2E-06
	GO:0007165	signal transduction	12.2	8.6	6E-06
	GO:0009626	plant-type hypersensitive response	2.9	1.4	2E-05
	GO:0009734	auxin-activated signaling pathway	2.4	1.1	4E-05
G6	GO:0009765	photosynthesis light harvesting	2	0.1	3E-24
	GO:0055114	oxidation-reduction process	11.9	5.7	2E-16
	GO:0018298	protein-chromophore linkage	2	0.3	5E-15
	GO:0009768	photosynthesis light harvesting in photosystem I	1.1	0.1	2E-14
	GO:0044710	metabolic process	25.3	17	8E-14
	GO:0046271	phenylpropanoid catabolic process	1.2	0.1	1E-11
	GO:0046274	lignin catabolic process	1.1	0.1	2E-10
	GO:0005975	carbohydrate metabolic process	7.8	4.1	2E-09
	GO:0044712	catabolic process	5.8	2.8	2E-08
	GO:0006629	lipid metabolic process	8.7	5.2	2E-07
	GO:0044711	biosynthetic process	11.5	7.8	2E-06
	GO:0005976	polysaccharide metabolic process	3.6	1.7	2E-06

### Expression analysis of the lettuce *CBF/DREB1* genes under low temperature

To determine their association with cold acclimation, we examined expression levels of the 14 *LsCBF* genes in plants exposed to low temperature for 0 h, 4 h, 24 h, 7 days in the RNA-sequencing. 

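Of the 14 genes, 11 have an entry in the deposited values and were analysed here. LsCBF2, LsCBF6 and LsCBF13 have none, so sums and shares leave them out. The sum of the levels of the 11 genes was 17.1 ± 3.28 CPM at 0 h, 324 ± 2.80 CPM at 4 h, 131 ± 28.9 CPM at 24 h and 99.0 ± 7.62 CPM at 7 d (SD, n = 3). LsCBF14 made up 60.8 ± 5.98% of the sum at 0 h and 51.5 ± 2.36% at 7 d (SD, n = 3). LsCBF11 made up 41.4 ± 1.08% at 4 h and 46.6 ± 2.78% at 24 h, and LsCBF7 18.4 ± 2.13% at 4 h (SD, n = 3). The other LsCBF genes with above 10% of the sum at 4 h were LsCBF12, with 14.6 ± 0.436%, and LsCBF10, with 11.5 ± 0.873% (SD, n = 3). LsCBF8, LsCBF9 and LsCBF10 are nearly identical, and how reads that map to more than 1 of them were counted is not known from the deposited values.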

Three *LsCBF* genes–*LsCBF2*, *LsCBF6*, and *LsCBF13*–did not show any significant change in transcript levels. In contrast, the remaining 11 *LsCBF* genes exhibited a significant increase in transcript levels in response to low temperature, with their expression peaking at the time point of 4 h as do Arabidopsis *CBF1–3* genes in response to low temperature^6^ (Table S6). 

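At 4 h, 8 of the 10 LsCBF genes that passed the expression filter were upregulated past the threshold in the limma test, namely LsCBF3, LsCBF5, LsCBF7, LsCBF9, LsCBF10, LsCBF11, LsCBF12 and LsCBF14. Of these 10 genes, 6 were called at 24 h and 5 at 7 d. LsCBF4 and LsCBF8 rose at 4 h with log2 fold changes of 0.70 (standard error 0.138, adjusted p = 0.00262) and 0.95 (standard error 0.137, adjusted p = 0.000265) from limma with Benjamini-Hochberg adjustment, short of the required 1. LsCBF1 was below the filter and had a log2 fold change of 0.45. With a pseudocount of 0.1 in place of 1, 10 LsCBF genes were called, and the edgeR quasi-likelihood test also called 10. Adjusted over the LsCBF genes alone, limma called 8 and edgeR 11. LsCBF1 had 0 to 2 reads in each 0 h library and 5 to 14 at 4 h, LsCBF4 had 0 to 4 and 7 to 20, and LsCBF8 had no read at 0 h, which puts these genes near the floor. Against the floor at 0 h, the level of LsCBF1 at 4 h was at least 3.00-fold higher. For LsCBF4 the ratio of mean CPM at 4 h to that at 0 h was 11.8-fold, and all of its 4 reads at 0 h lay in replicate 3. The mean level was highest at 4 h for 10 of the 11 genes, and LsCBF14 was highest at 7 d. Between 7 d and 4 h, 7 genes were lower past the threshold, with log2 fold changes down to -4.01 for LsCBF12. LsCBF14 was higher at 7 d than at 4 h by a log2 fold change of 0.73 (standard error 0.185, adjusted p = 0.00558 from limma with Benjamini-Hochberg adjustment). All 3 replicates at 7 d were above all 3 at 4 h (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow).

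**Figure D3:**
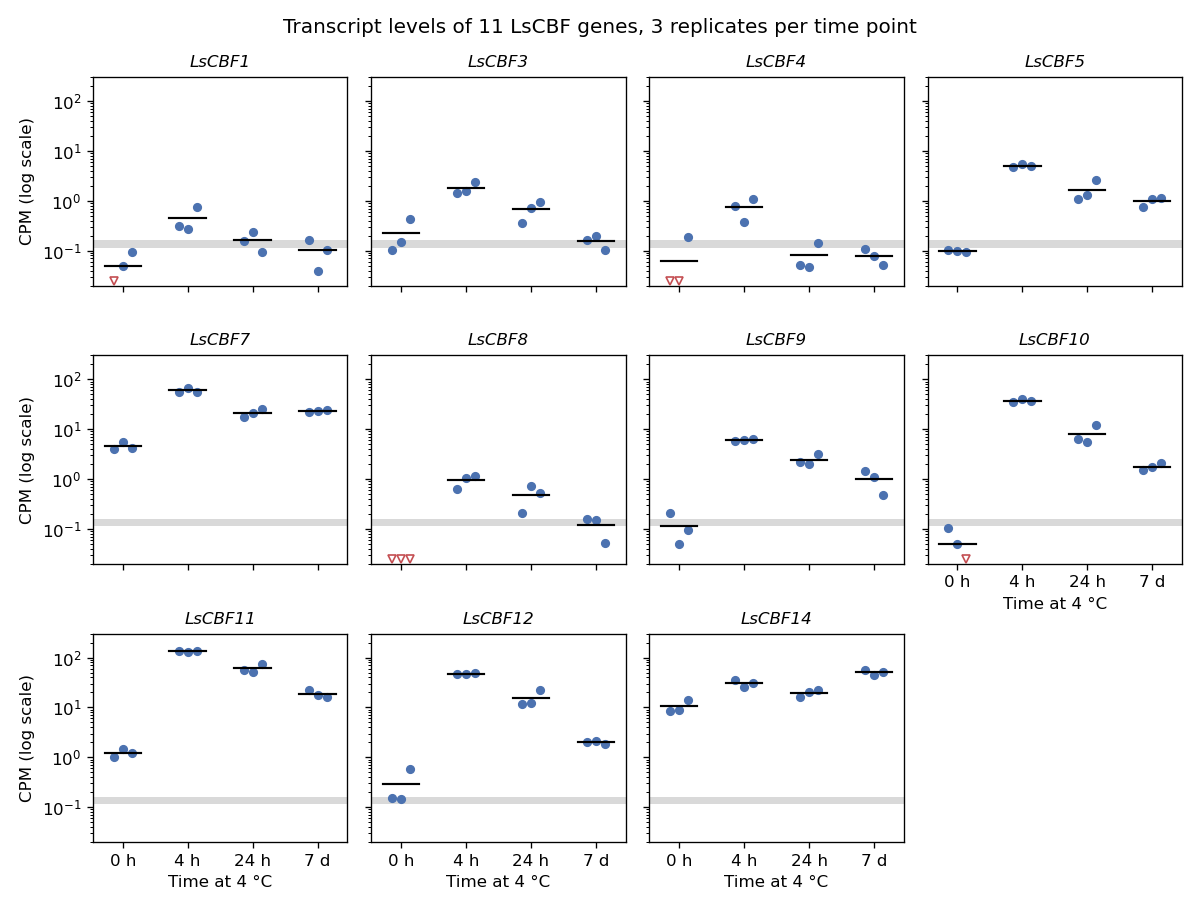
Transcript levels of 11 LsCBF genes (y axis, CPM on a log scale) at 0 h, 4 h, 24 h and 7 d (x axis). Points are the 3 replicates, horizontal lines their means, open triangles at the lower edge libraries with 0 reads, and the grey band is the level of 3 reads, 0.116 to 0.161 CPM. LsCBF14 has its highest mean at 7 d and the other 10 genes at 4 h.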

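LsCBF10 (Ls9g54860) lies on chromosome 9 of the lettuce genome from 63099989 to 63100651. It was at 37.3 ± 2.89 CPM at 4 h and 0.0507 ± 0.0513 CPM at 0 h (SD, n = 3), where no library had more than 2 reads, so its level at 4 h was at least 251-fold higher. Its log2 fold change was 5.19 (standard error 0.209, adjusted p = 4.89e-09 from limma with Benjamini-Hochberg adjustment), and between 5.13 and 5.24 with each replicate left out in turn. LsCBF11 (Ls9g54780), from 63158427 to 63159059, had the largest log2 fold change of all genes at 4 h with a mean of at least 1 CPM and every 4 h sample above every 0 h sample. It rose 109-fold, from 1.23 ± 0.205 CPM to 134.5 ± 3.89 CPM (SD, n = 3), with a log2 fold change of 5.93 (standard error 0.145, adjusted p = 6.06e-11 from limma with Benjamini-Hochberg adjustment). This order of LsCBF11 and LsCBF10 holds with 1 CPM added, whereas a pseudocount of 0.1 gave 6.67 for LsCBF11 and 8.01 for LsCBF10 and the edgeR test 6.71 and 9.35. LsCBF12 (Ls9g54680), from 63227326 to 63227994, rose 163-fold, from 0.291 ± 0.243 CPM to 47.4 ± 1.73 CPM (SD, n = 3), with a log2 fold change of 5.24 (standard error 0.200). LsCBF8 (Ls9g54900) was at 0.943 ± 0.270 CPM at 4 h (SD, n = 3), at least 6.35-fold above the floor at 0 h, and at 7 d its level was not detectably above that floor at this depth. Summed into 1 gene because of their near identity, LsCBF8, LsCBF9 and LsCBF10 rose 265-fold at 4 h, with a log2 fold change of 5.28. LsCBF5 (Ls9g54101.3) rose at least 34.1-fold, LsCBF9 (Ls9g54880) 51.8-fold, LsCBF7 (Ls9g54581) 13.2-fold and LsCBF3 (Ls9g53921) 7.85-fold. In 0 h replicates 1 to 3, LsCBF12 had 3, 3 and 12 reads, LsCBF3 2, 3 and 9, and LsCBF9 4, 1 and 2. Their folds thus depend strongly on single 0 h libraries, and so does that of the summed genes, with 6, 2 and 2 reads. LsCBF14 (Ls9g114720), from 187031234 to 187031878, rose 2.91-fold, from 10.5 ± 2.90 CPM to 30.6 ± 5.50 CPM (SD, n = 3), with a log2 fold change of 1.47. By CPM, the fold for LsCBF14 was the lowest of the 11 genes. The lower bound for LsCBF1 was 3.00 ± 1.80 (SD, n = 3), too close and too variable to settle their order. By the limma log2 fold change with 1 CPM added, LsCBF1, LsCBF4, LsCBF8 and LsCBF3 were lower, at 0.45, 0.70, 0.95 and 1.17.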

For instance, *LsCBF10* exhibited the highest increase with a 651-fold change (log_2_ = 9.3) relative to 0 h, followed by *LsCBF8* with 159-fold change (log_2_ = 7.3) and *LsCBF12* with 151-fold change (log_2_ = 7.2), while *LsCBF14* exhibited the least increase with a 2.8- fold change (log_2_ = 1.5) at 4 h (Fig. 5; Table S6). We confirmed the cold responsiveness of those 11 genes using quantitative real‐time PCR (qRT‐PCR) (Fig. 6). As in the RNA-seq experiments, the transcript levels of the genes peaked at 4 h of cold treatment. In addition, we tested the three *LsCBF* genes that could not be detected by RNA-seq. Consistently, the *LsCBF2* and *LsCBF13* transcript levels did not change in respond to cold. However, *LsCBF6* was significantly upregulated with its transcript levels peaking at 4 h. Thus, of the 14 *LsCBF* genes, 12 *LsCBF* genes appeared to be induced in response to low temperature, thereby suggesting a role in cold acclimation.

**Figure 5:**
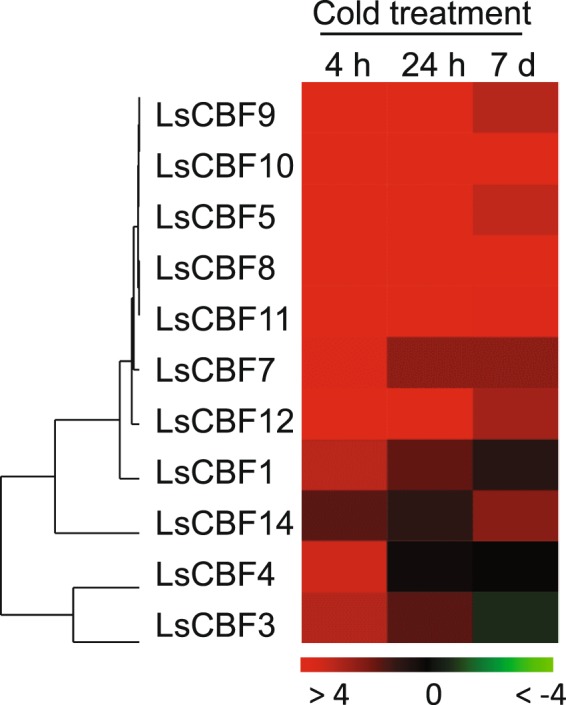
Heat map showing transcript levels of the 11 *LsCBF* genes under cold conditions. Transcript levels were measured by RNA-seq for lettuce plants exposed to 4 °C for 4 h, 24 h, or 7 days (7 d). The expression values are represented as log_2_ fold-change relative to the signals in plants grown at 20 °C.

**Figure 6:**
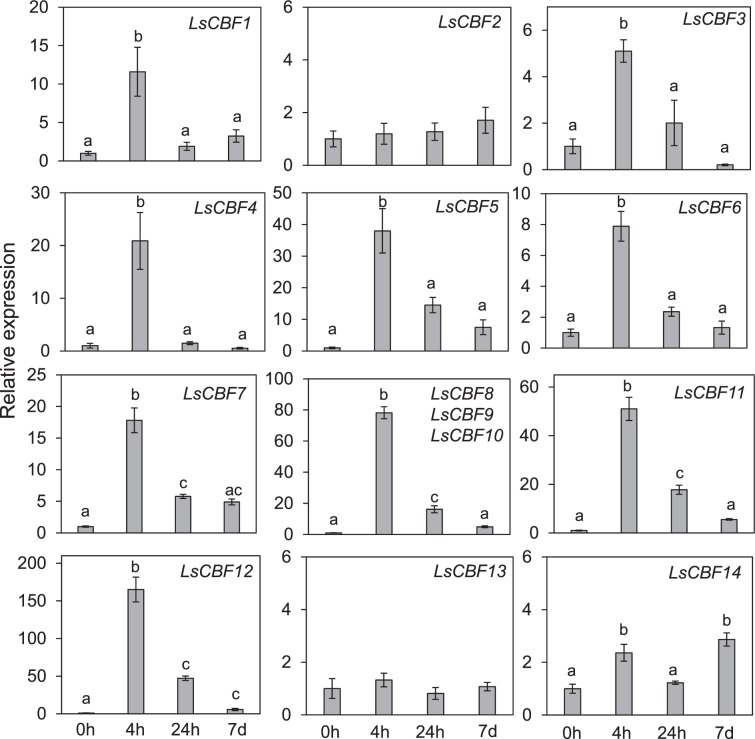
Expression of lettuce *CBF/DREB1* genes in response to low temperature. Expression levels were determined by quantitative RT-PCR in lettuce plants grown at 20 °C (0 h) or exposed to 4 °C for 4 h, 24 h, or 7 days (7 d). Average expression level for plants grown at 20 °C was set to one. *LsCBF8*, *LsCBF9*, and *LsCBF10* were amplified using a common set of primers. Error bars indicate S.E. of three biological replicates. Different letters indicate significant differences between time-points of cold treatment. Multiple comparisons of means were performed using Tukey HSD test at the 0.05 significance level^68^.

### Expression responses of the lettuce *CBF/DREB1* family to abiotic stress

We explored the possibility that the *LsCBFs* are associated with other abiotic stresses. We examined expression of the 14 *LsCBFs* under drought, salt, and heat stress conditions using qRT‐PCR. Of the 12 *LsCBFs* that could respond to low temperature (Fig. 6), four of them–*LsCBF3*, *LsCBF8*, *LsCBF9*, and *LsCBF10*–did not show any significant change in transcript levels under the abiotic stresses tested, whereas two–*LsCBF4*, and *LsCBF6*–were induced in response to salt stress, five–*LsCBF5*, *LsCBF7*, *LsCBF11*, *LsCBF12*, and *LsCBF14*–were induced by heat, and *LsCBF1* was induced by both salt and heat stress (Fig. 7). Thus, unlike Arabidopsis, the lettuce *CBF* genes were able to respond to multiple stresses, suggesting that they could be involved in these stresses. In addition, of the two genes that did not respond to low temperature, *LsCBF2* exhibited a significant increase of transcript levels in response to salt stress while *LsCBF13* did not show any change under the abiotic stresses tested.

**Figure 7:**
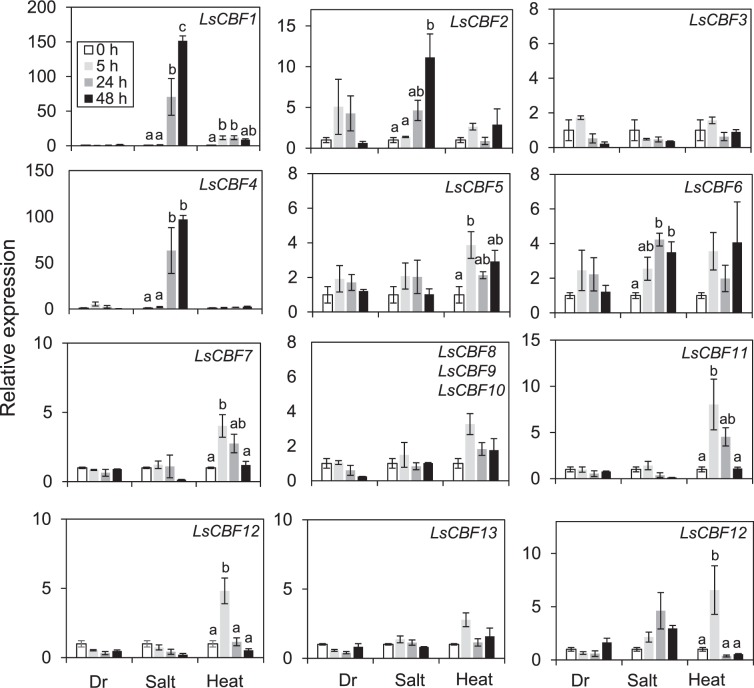
Expression of lettuce *CBF/DREB1* genes in response to abiotic stresses. Expression levels were determined by quantitative RT-PCR in lettuce plants grown at 20 °C (0 h) or exposed to drought (Dr), salt, and heat for 5 h, 24 h, or 48 h. The average expression level for plants grown at 20 °C was set to one. Error bars indicate S.E. of three biological replicates. Different letters indicate significant differences between time-points for each stress treatment. Multiple comparisons of means were performed using Tukey HSD test at the 0.05 significance level^68^.

## Discussion

The *CBF/DREB1* genes were identified first in Arabidopsis as key transcription factors in cold acclimation^1,42^. Since then, the CBF homologs and their contribution to enhancement of freezing tolerance have been reported in many plant species^22,28–30^. In this study, we conducted a genome-wide search for the *CBF/DREB1* orthologs in lettuce and identified a total of 14 *CBF* orthologous genes.

Our phylogenetic analysis comparing the *CBF/DREB1* genes from 19 of other plant species revealed three monophyletic groups, designated A, B, and C, and the group A can be further divided into two subgroups, A1 and A2 (Fig. 2). The A1, B, and C groups contain genes from Asterid and Rosid species, and the A2 group contains genes only from Asterid species (Fig. 2). Thus, this topology suggests that there were at least four multiplication events in evolution of the *CBF/DREB1* gene family in the Asterid lineage: three ancient events in a common ancestor of the Asterid and Rosid species and more recent one in the Asterid lineage. Many studies provide strong evidence that whole genome triplication (WGT), so called gamma event, has occurred in core eudicot lineage that is placed before the split of Asterids and Rosids^43–45^. Thus, the ancient three multiplications (i.e., A, B, and C groups) in the *CBF/DREB1* gene family might result from the WGT in core eudicot lineage. This notion is further supported by the observation that the genes from different clade groups are mostly located in different chromosomes in the diverse plant species. For example, Arabidopsis AtCBF1–3 in clade A are in chromosome 4, whereas AtDDF1–2 in clade B are in chromosome 1; lettuce genes in clade A and clade B are located in chromosome 9 and 6, respectively; and so do genes from carrot, *Medicago*, sunflower, olive, and *Eucalyptus* (Figs. 2, S6). As gene duplication could provide the raw genetic material for functional novelty^46^, one of the ancient multiplications resulted in the functional divergence of ancestral genes of CBFs and DDFs, two subgroups of the *CBF/DREB1* family that are involved in different abiotic stresses^1,33,34^: the four AtCBFs fall into group A and the two AtDDFs fall into group B. With regard to the lettuce *CBF/DREB1* genes, LsCBF2 is the only one that belongs to the DDF orthologous phylogenetic group (Group B in Fig. 2) while all other LsCBFs belong to the CBF orthologous phylogenetic group (Group A in Fig. 2). Consistent with the orthologous relationships, *LsCBF2* exhibited a responsiveness to salt stress but not to low temperature as *AtDDFs* do, and all the other *LsCBFs* except *LsCBF13* in the group A exhibited a responsiveness to low temperature. Furthermore, the cold-responsive *LsCBFs* exhibited a similar expression kinetics to that of Arabidopsis *CBF* genes, with expression peaking at around 4 h and reduced gradually at later time points in response to low temperature^42^, supporting the orthologous role of the lettuce *CBF* genes in cold acclimation **(**Fig. 5). However, there is a striking difference. Unlike Arabidopsis in which the members of the *CBF/DREB1* family can respond only to a particular abiotic stress^1,34^, eight of these 12 cold-responsive *LsCBFs* show significant induction by salt or heat stress (Fig. 7): two *LsCBFs* can respond to salt; five *LsCBFs* can respond to heat stress; and one *LsCBF* can respond to both heat and salt stress. The *LsCBFs* responsive to both cold- and heat-stress might be a result of adaption to a broad range of environmental temperature changes. For instance, the all members of *CBF* family in *Eucalyptus* are induced significantly by both cold and heat conditions, which would contribute to adaptation of the woody species to cold and dry climate in Australia where the species have originated^47^. Thus, the responsiveness of *LsCBFs* to multiple stresses (cold and heat; cold and salt; or cold, heat and salt**)** suggests that those genes may function as master regulator over abiotic stresses, such that lettuce could adapt to a wider range of climate conditions.

The 13 LsCBFs in the group A are asymmetrically distributed over the subgroups A1 and A2: subgroup A1 contains one gene, *LsCBF3*; and subgroup A2 contains the remaining 12 LsCBF genes (Fig. 2). Within the subgroup A2, the LsCBF1 and LsCBF4 are more closely related to genes from the other Asteraceae species–sunflower and artichoke–than to any other genes of lettuce, whereas the other 10 lettuce genes are more closely related to each other (Fig. 2). Moreover, eight of these *LsCBFs* are located in a tandem array in chromosome 9 (Fig. 3), which suggests that these genes evolved through tandem duplication in the lettuce lineage. This notion is further supported by the fact that those genes in tandem array are more similar to each other in protein sequence: the tandem genes display a range of 68–98% identity while they display a range of 41–59% identity in comparison with the other *LsCBFs* (Fig. S5). This tandem duplication of *CBF/DREB1* genes is also observed in other species including Arabidopsis^2^, tomato^48^, barley^22^, carrot, *Eucalyptus*, *Medicago*, olive, and sunflower (this study). Taken together, these results suggest that tandem duplication has played a significant role in the expansion of the *CBF/DREB1* gene family across diverse plant species. In addition, our phylogenetic analysis shows that the duplicates of different species are distributed over different phylogenetic clades, i.e., groups A1, A2, B, and C in Fig. 2. Duplicates of *Eucalyptus* (Eug) or *Medicago* (Mt) are in group A1 and those of sunflower (Ha), carrot (Dc) or lettuce (Ls) are in A2 while those of olive (Oe) are in group B. Thus, it seems that the tandem duplications in different species occurred independently from rather phylogenetically distinct ancestral genes. Sandve and Fjellheim^49^ provided evidence through phylogenetic and molecular clock analysis that the expansion of *CBF/DREB1* family in the Pooideae family species coincides with a global super-cooling period at the Eocene–Oligocene boundary (33.5–26 Ma), suggesting that the expansion resulted from the adaptation to the cooling climate. It is intriguing to investigate whether the diverse plant species has undergone the lineage-specific tandem duplications as a result of adaption to the supercooling climate.

Duplication is widely believed to be a major source of genetic variation through sub- or neofunctionalization that can lead to species divergence^50^. Generally, functional redundancy created by gene duplication allows the genes to accumulate mutations, leading to increase of divergence and subsequently expansion of the gene family. However duplicate genes can also be preserved by natural selection. Our Ka/Ks ratio analysis supports the latter scenario for the *CBF/DREB1* gene family in lettuce. The ratio is in the range of 0.07–0.49, which is significantly lower than 1, suggesting that purifying selection predominated among the lettuce *CBF/DREB1* genes. Purifying selection would eliminate deleterious mutations and preserve the ancestral function of duplicated genes, which could provide benefit with increased production of ancestral gene product through a gene dosage effect^51–53^. That most members of the lettuce *CBF/DREB* gene family are responsive to low temperatures and are induced with similar kinetics, peaking at 4 h of cold treatment, supports that duplicated *LsCBF* genes may be under this dosage effect. Recent studies of CRISPR-mediated CBF mutation in Arabidopsis^15–17^ also support this idea. The reports showed that the CBF mutations resulted in a gradual decrease in freezing tolerance with the triple *cbf* mutation exhibiting the least freezing tolerance and single mutations exhibiting a moderate reduction in freezing tolerance compared with wildtype control. The results indicate that the three Arabidopsis *CBF* genes act additively to increase of freezing tolerance and all three genes are required for full-capacity of freezing tolerance in Arabidopsis. Thus, it is worthy of noting that one lettuce *CBF* gene, *LsCBF7*, encodes a non-functional allele due to a premature stop codon, which could lead to reduced freezing tolerance in ‘Salinas’ plants. Given that the cold acclimation process is costly in cold but non-freezing environments, it is not surprising that the accessions adapted to warmer climate have sometimes a nonfunctional CBF^28,54^. If that is the case in lettuce, the *CBF* locus would be a good target for breeding and genetic engineering for improved freezing tolerance in lettuce. In addition to dosage effect, gene expression divergence may also play a role in the preservation of CBF duplicates. The *LsCBF2* is responsive predominantly to salt stress (Fig. 7), and this subfunctionalization would contribute to its retention by providing selective advantage in new environments^55^.

## Materials and methods

### Plant material and growth conditions

The lettuce cultivar ‘Salinas’ was grown on potting mix soil in pots in a growth chamber at 20 °C under a 16-h photoperiod with a light intensity of 350–400 μmol m^−2^ sec^−1^. The 18-day-old plants were used for stress treatments. For cold acclimation treatment^42^, plants were exposed to 4 °C for 0 h, 4 h, 24 h, or 7 days with a light intensity of 100 μmol m^−2^ sec^−1^. The other stress treatments were carried out for 0 h, 5 h, 24 h, and 48 h with a light intensity of 300 μmol m^−2^ sec^−1^. For salt and heat stress treatments, plants were treated with 250 mM NaCl^56,57^ or exposed to 34 °C^58^, respectively. For drought stress treatment, the excess water was removed from the pots and water was withheld up to 48 h. The 0 h samples were used as a control in all treatments.

### Identification of *CBF*-like genes from 20 plant species including lettuce

In this study, 20 plant species including lettuce were selected from the Asterid or Rosid clade and their protein databases were used to identify *CBF*-like genes. The protein databases of 19 species (except lettuce) were downloaded from the NCBI database and the lettuce protein database (genome v8: id37106) was obtained at https://genomevolution.org/coge **(**Table S1**)**. Where a gene had multiple isoforms in the protein databases, the longest protein was selected as a representative for the gene. The protein sequences of the Arabidopsis *CBF/DREB1* family genes (i.e., CBF1, CBF2, CBF3, CBF4, DDF1, and DDF2) were used as queries to search the protein databases using the BLASTP method with an E-value threshold of <1E-20. In addition, the presence of the AP2-domain was examined using the hmmscan function of HMMER3 v3.2.1 (http://hmmer.org)^59^ with the AP2 domain profile (Pfam accession, PF00847) as a query for the protein sequences selected from the BLASTP search. The protein sequences were excluded from further consideration if the AP2 domain was truncated, or the AP2 domain match E-value was greater than 1e-5. As a result, 652 *CBF*-like genes were identified from the 20 plant species (Table S2).

### Phylogenetic analysis

Multiple protein sequences were aligned using ClustalW2^60^ with default parameters, and the alignment was further inspected and manually adjusted with BioEdit^61^. Phylogenetic trees were generated based on the alignment using the NJ method in MEGA X version 10^62^ with the parameters of Jones-Taylor-Thornton model, uniform rates among sites, and complete deletion of gaps. The trees were visualized using FigTree version 1.4.3 (http://tree.bio.ed.ac.uk/software/figtree).

### Chromosomal mapping and Ka/Ks ratio calculation

Lettuce *CBF/DREB1* genes were mapped onto the nine lettuce chromosomal linkage groups according to their physical positions (bp). The R/LinkageMapView package^63^ was used to draw their locations onto the physical map of each chromosome. To estimate the evolution rate between the *CBF* genes, we calculated Ka/Ks ratios using a bioperl utility, ‘aa_to_dna_aln’ (https://bioperl.org) and ‘KaKs_calculator’ version 1.2^64^ with a method of model-average. The significance of Ka/Ks that deviated from neutrality (=1) was tested using the Fisher’s exact test, and the ratios with a P-value of at least 0.01 were considered as significant.

### RNA-seq analysis

Above-ground tissues were collected from ‘Salinas’ plants exposed to 4 °C for 0 h, 4 h, 24 h and 7 days. Total RNA was isolated for each biological replicate using Plant RNeasy kit (Qiagen) and submitted to Novogene Corporation (https://en.novogene.com/) for RNA-seq library preparation and sequencing. Sequencing was performed on the Illumina HiSeq platform with 150 bp paired-end reads (http://www.illumina.com). The RNA-seq reads were mapped to the *Lactuca sativa* reference genome (version 8) using STAR v2.5.2^65^. The resulting BAM files were used to count reads at the gene-level using ‘featureCounts’^66^. Differential expression analysis was implemented using the ‘edgeR’ package^67^ in R software, version 3.5.0 (https://www.r-project.org/). Because estimates of differential gene expression can be inflated by lowly expressed genes, we included only genes with at least 0.5 read per million (<0.5 CPM) in at least two samples, which resulted in 23933 genes. Genes with a two-fold change (log2 = 1) or more and an FDR = 0.01 were designated as differentially expressed. Hierarchical clustering analyses were performed using the hcluster method of ‘amap’ in R software and the resulting clusters were visualized with ‘treeview’ (http://rana.lbl.gov/EisenSoftware.htm). The RNA-seq data have been deposited in the Gene Expression Omnibus under accession number GSE134012.

### Quantitative Real-Time PCR

Total RNA was extracted from above-ground tissues of lettuce seedlings grown on soil in pots using the RNeasy Plant Mini kits (Qiagen, http://www.qiagen.com/). cDNA was synthesized with 200 ng total RNA and random primers using the Reverse Transcription System (Promega, https://www.promega.com). qRT‐PCR was performed using fast SYBR Green master mix (Life Technologies, http://www.lifetechnologies.com). Two housekeeping genes, eukaryotic translation initiation factor 2 A (*EIF2a;Ls6g95581*) and isopentenyl diphosphate isomerase 2 (*IPP2;Ls2g17540*), were used as reference genes. Lettuce homologs of those genes were identified through the BLASTN method using Arabidopsis *EIF2a* (*At5g05470*) and *IPP2* (*At3g02780*) as queries. Primers used for qRT‐PCR are shown in Table S7. Relative expression values were calculated by ddCt method using the average of two reference genes and normalized to control treatment for fold-changes. Tukey Honestly Significant Difference (HSD) test for multiple comparisons was performed using TukeyHSD function in R environment^68^.

### Gene ontology enrichment assay

Gene ontology (GO) functional annotation of lettuce genes was conducted using the Trinotate pipeline (https://trinotate.github.io/) and custom PERL scripts. The lettuce protein sequences were BLASTP-searched against UniProtKB/Swiss-Prot, which is a manually annotated, non-redundant protein sequence database. The GO terms and biological functions for lettuce genes were derived from those of the UniprotKB database if the genes had a match with an E -value threshold of <1e-20. GO term enrichment was performed on the differentially expressed genes with the 23,933 expressed gene set as a background. The significance of enrichment was tested by a hypergeometric test, which was conducted using ‘phyper’ function in R environment^68^.

## Supplementary information

Supplementary Figure S1-6.

Supplementary Table S1-7.

## Data Availability

The RNA-seq data are available in the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) under accession number GSE134012. All relevant data are included in the manuscript and the Supporting Information files.

# Supplementary material for: Genome-wide identification and expression analysis of the CBF/DREB1 gene family in lettuce
**Source:** Sci Rep. 2020 Mar 31;10:5733. doi: 10.1038/s41598-020-62458-1
**Supplement:** Supplementary file 1 — Supplementary Figure S1-6.

**Genome-wide identification and expression analysis of the *CBF/DREB1* gene family in lettuce**

Sunchung Park^1^, Ainong Shi^2^, and Beiquan Mou^1,^*

**Supplementary information**

Supplementary Figure S1-6

**
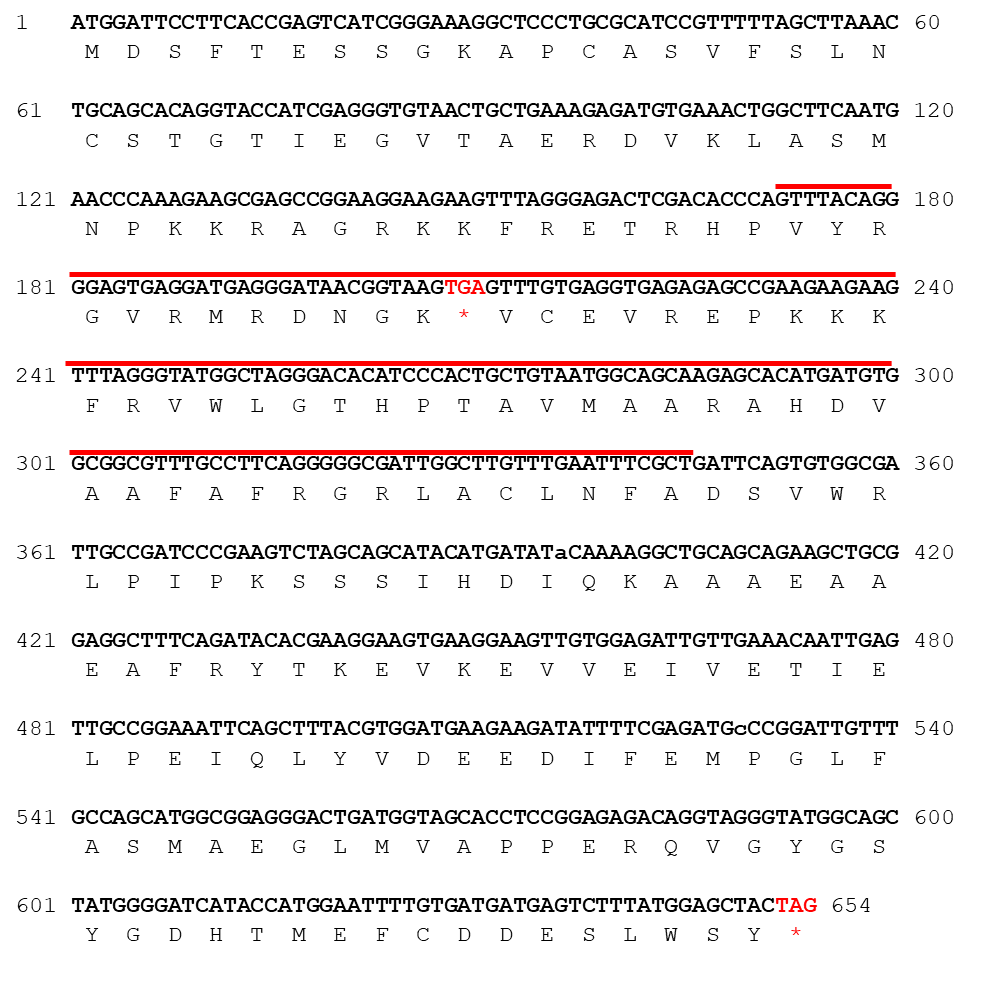
**

**Figure S1. Nucleotide and amino acid sequence of *LsCBF7* (*Ls9g54581*). Stop codons are marked in red. Red lines represent the AP2 DNA-binding domain.**

**
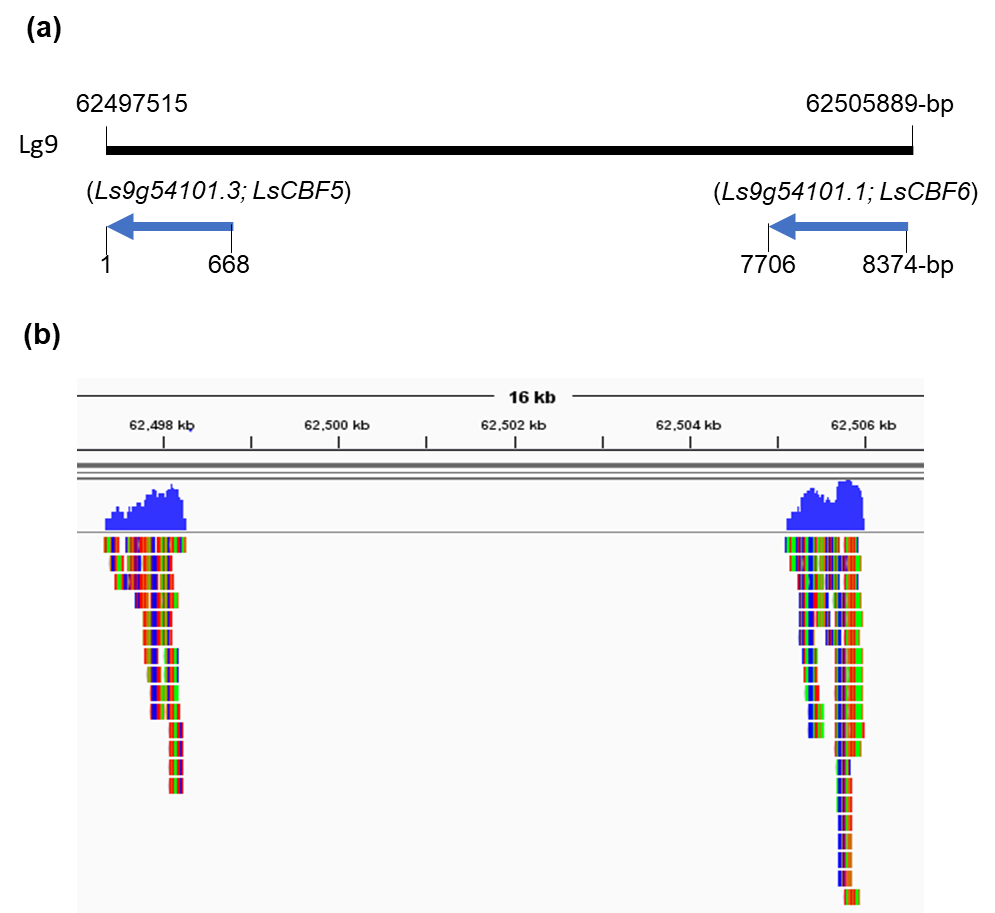
Figure S2. Schematic representation of the genomic location of *Ls9g54101* splicing variants.** (**a**) The genomic region from 62497515 to 62505889-bp in the linkage group 9 is shown. The arrows represent coding region and transcriptional direction of the two genes. Numbers at the top indicate genome coordinates; numbers at bottom, relative positions to 5’ end in bp. (**b**) RNA-seq reads from plants that were mapped to the 8-kb region encompassing the splicing variant genes. The mapped reads were visualized using Integrative Genomics Browser (<http://software.broadinstitute.org/software/igv/home>)^1^.

**
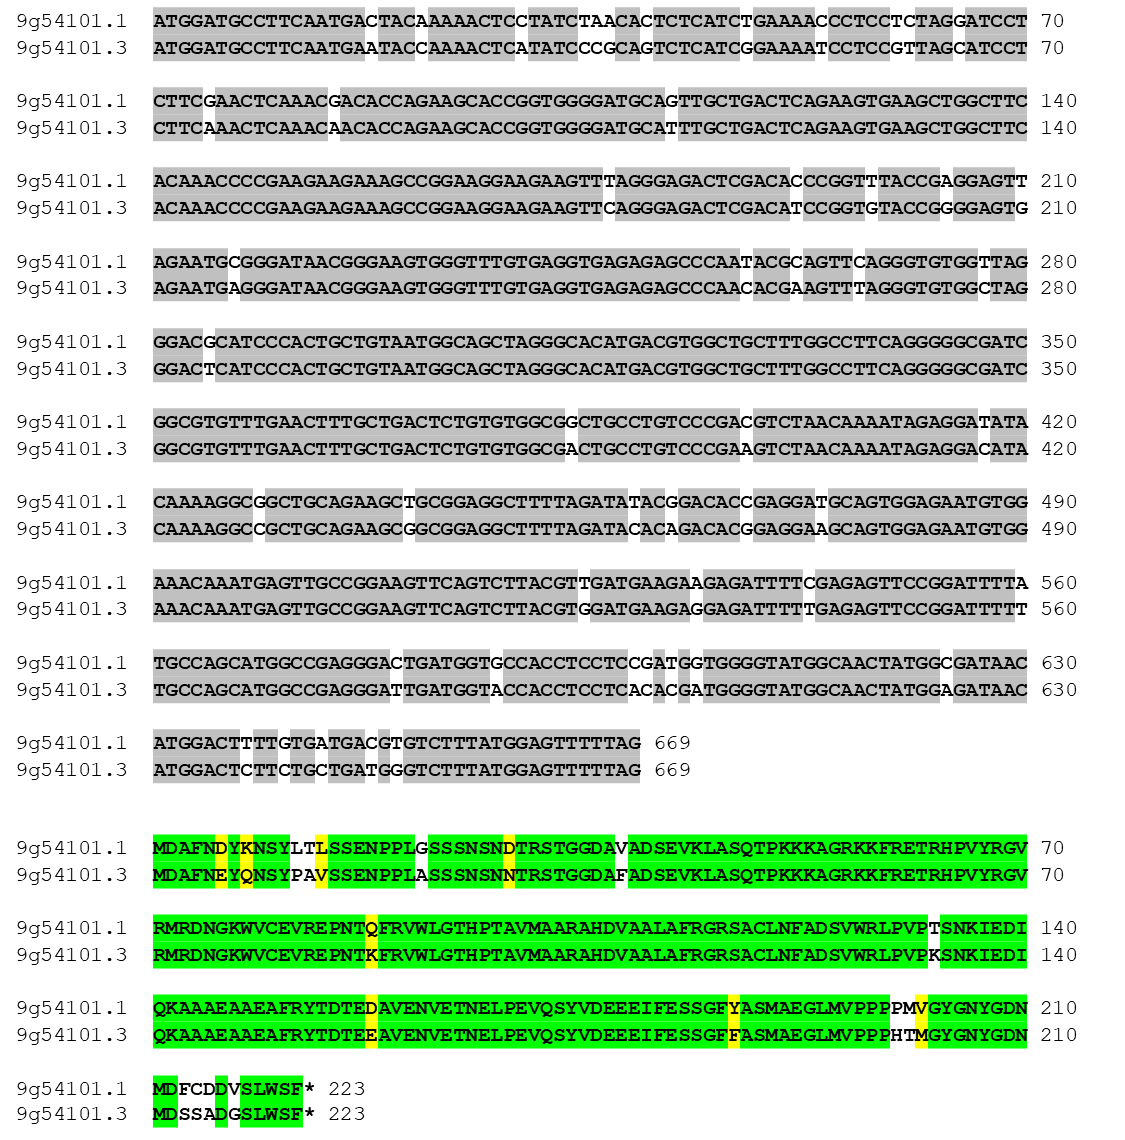
**

**Figure S3. Nucleotide and amino acid sequence alignment of Ls9g54101.1 (LsCBF6) and Ls9g54101.3 (LsCBF5).** Identical nucleotides are in grey and identical amino acids are in green, and similar amino acids are in yellow.

**
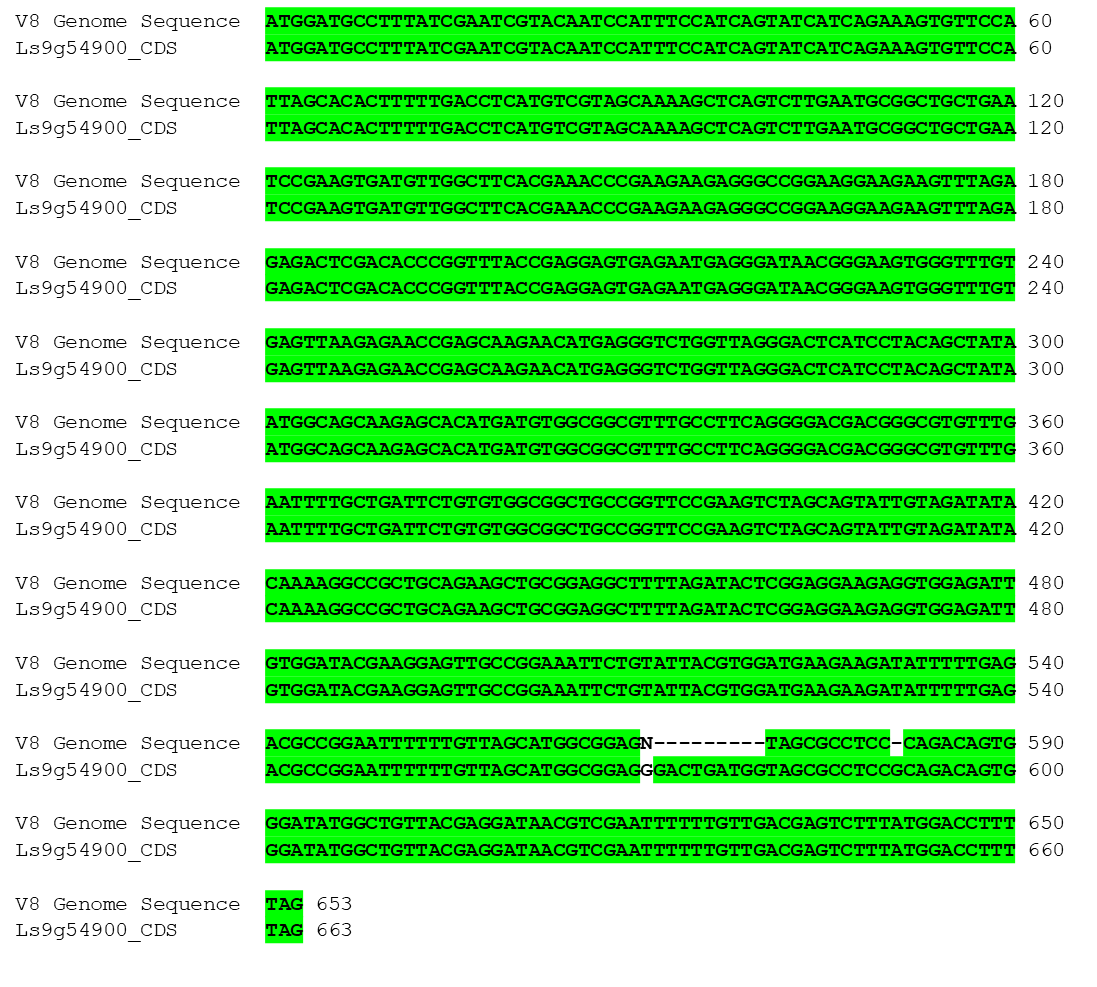
**

**Figure S4. Nucleotide sequences of *LsCBF8* (*Ls9g54900*) coding region in cv. Salinas.** The incomplete genomic sequence of LsCBF8 coding region from v8 genome was corrected by Sanger sequencing.

**
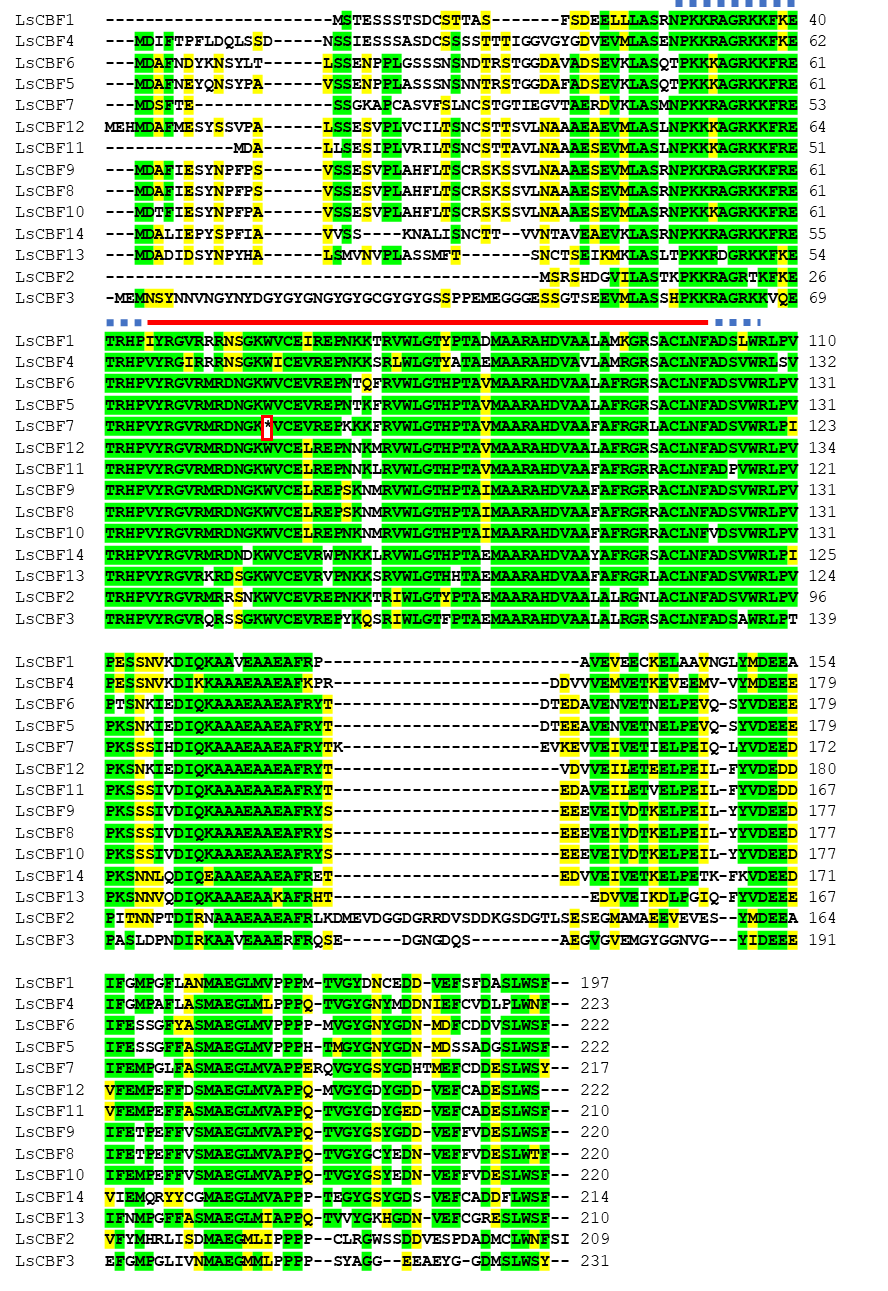
**

**Figure S5. Alignment of lettuce CBF/DREB1 proteins.** The amino acid sequences are shown for the 14 members of the lettuce CBF/DREB1 family. The AP2 DNA-binding domain is indicated by a red line and the signature sequences PKK/RPAGRxKFxETRHP and DSAWR are indicated by dashed blue lines. The red box indicates a premature stop codon in LsCBF7. Identical amino acids are in green, and similar ones are in yellow.

**
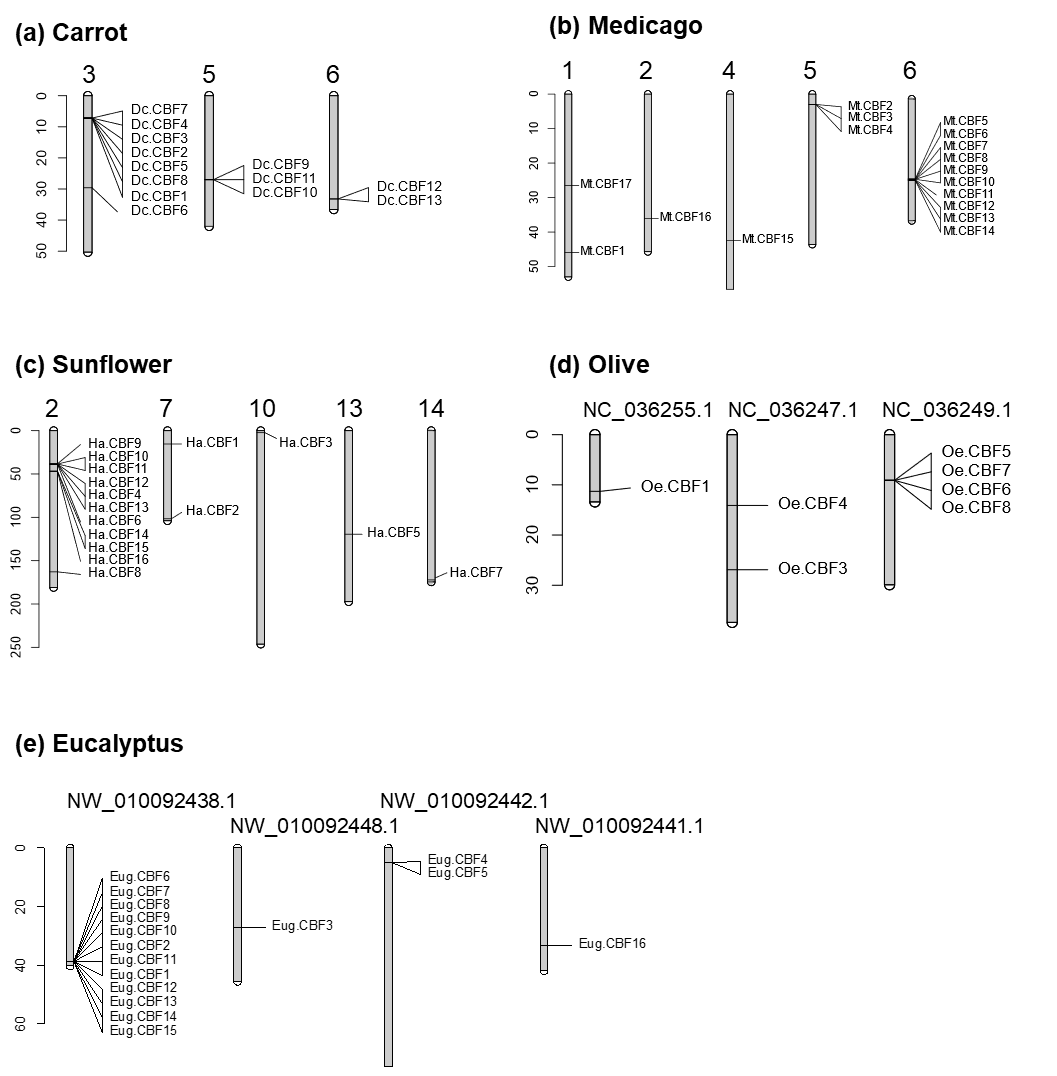
**

**Figure S6. Chromosomal location of the CBF/DREB1 family of carrot (a,** *Daucus carota***), *Medicago* (b,** *Medicago truncatula***), sunflower (c,** *Helianthus annuus***), olive (d,** *Olea europaea***), and *Eucalyptus* (e,** *Eucalyptus grandis***).** The CBF/DREB1 genes in the phylogenetic tree in Fig. 2 are mapped to chromosomes or linkage groups using the R/LinkageMapView package in R software^68^. The scales on the left side represent mega-base pairs.

**References**

1. Robinson, J. T., Thorvaldsdóttir, H., Wenger, A. M., Zehir, A. & Mesirov, J. P. Variant review with the integrative genomics viewer. *Cancer Res.* **77**, e31–e34 (2017).

How the deposited data were processed for this re-analysis (not part of the article)

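RNA-seq of above-ground tissue of lettuce plants was analysed for 4 time-points, 0 h before cold and 4 h, 24 h and 7 d in the cold, with 3 replicates of each. Time-points and replicate numbers were taken from the sample labels, and temperature, light and age from the paper's methods. The authors mapped the reads to the lettuce genome with STAR, counted them per gene with featureCounts, and deposited CPM values, that is, reads per gene divided by the library total over the 23933 genes of the table and scaled to 1000000, with no further normalization factor. The paper names edgeR, a filter of at least 0.5 CPM in at least 2 samples, and thresholds of a 2-fold change and a false discovery rate of 0.01, but not the test within edgeR.

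The unit was checked on the values. Each sample sums to 1000000, and 100% of the values are whole multiples of 1 read within 0.01, so that whole reads could be recovered. Library totals over these genes ran from 18609189 to 25952306 reads, and 1 read was worth 0.0385 to 0.0537 CPM. Levels of at most 3 reads, 0.116 to 0.161 CPM, were treated as at the floor. Folds against a time-point whose libraries were all at or under the floor were computed against it and are lower bounds. The floor reflects counting error and not the variation between plants.

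The design written first named the edgeR quasi-likelihood test with TMM normalization for counts, and limma on log2 values for values that are not counts. Since the deposited values are CPM, the reported test is limma (version 3.58.1, lmFit and eBayes) in R 4.3.3 on log2(CPM + 1). One model was fitted to all 12 samples with the 4 time-points as groups, and the 3 contrasts with 0 h and the 3 contrasts between cold time-points were taken from it. Genes with at least 0.5 CPM in at least 2 of the 12 samples were tested. P-values were adjusted by the Benjamini-Hochberg method within each contrast, and a gene was called at an absolute log2 fold change of at least 1 and an adjusted p-value of at most 0.01. The edgeR test (version 4.0.16) on the recovered reads is given beside it. Its number of COR genes was 5238, against 3938 in limma, with 3651 (92.7% of the latter) shared.

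Single genes were named by a rule set with the design. It covers the LsCBF genes, the reference genes EIF2a and IPP2, and for each family of functions at most 3 members with the largest absolute log2 fold change at the peak of their group. These were taken only from the members that Table S5 places in the group assigned to the family here, so members changing in the other direction are not named. The calmodulin or calcium family was assigned to G1 without being among the functions the paper lists for it. It also covers the listed clock genes LHY, REVEILLE 1 and REVEILLE 8, Dehydrin COR47, and the genes with the largest rise and fall at each cold time-point. The last were chosen among genes past the threshold with a mean of at least 1 CPM over the 12 samples and every cold sample on the same side of every 0 h sample. Families were fixed by words in the gene descriptions of Table S5, and groups G1 to G6 are those of Table S5. COR genes upregulated at all 3 time-points formed a class of their own, and each other COR gene was placed at the time-point of its largest change in the direction of its largest called change. Clusters were obtained from the 3 log2 fold changes with Euclidean distance and complete linkage and divided into 6. For single values an exact permutation test of 3 against 3 samples was used.

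The alternatives were a pseudocount of 0.1, no filter, filterByExpr, RLE and TMM normalization, only the 2 time-points compared, the replicate number as a block, an adjusted p-value of at most 0.05, a test against a 2-fold change, and a trend in the variance. Further alternatives on the recovered reads were the edgeR likelihood ratio, exact and quasi-likelihood tests and DESeq2 (version 1.42.0). Each replicate was also left out in turn. Other splits of the 6 samples of each contrast were counted, and 100 draws of the time labels within replicate numbers, the real one included, were fitted.

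The steps were tested on simulated data with 21730 genes, of which 200 were changed. Limma recovered 187 of these (93.5%), edgeR 192 (96%) and DESeq2 197 (98.5%), with 1, 1 and 3 false calls at 4 h. The changed genes all had a simulated level of at least 1 CPM at 0 h and changes well past 2-fold, at 4 h only. No shift in scaling between time-points was simulated. These rates thus do not cover genes with few reads or changes near 2-fold. LsCBF2, LsCBF6 and LsCBF13, the qRT-PCR experiments, the phylogeny and the enrichment of functions were not analysed here. Corrections for GC content or gene length were not made.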

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

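Apart from the splits of the samples and the draws of the time labels, the tests in this part were chosen only after the results were seen.

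The cold time-points differed from each other when compared directly, 24 h from 4 h in 1434 genes, 7 d from 24 h in 823 and 7 d from 4 h in 2310. Of the 10 splits of the 6 samples of each contrast, 4 part all samples of the same replicate number, as the real split does. For all 3 contrasts, the real split was the 1 of these 4 with the most genes past the threshold, and 1 of 4 is the smallest share this design can give. The 6 other splits keep some same-numbered samples together. Over these contrasts and those with 0 h, none of the 54 splits other than the real ones gave a gene past the threshold, with 206 to 2932 genes at an unadjusted p under 0.05. Time in the cold and plant age differ between these samples, and the time of day may differ too, as the hours of sampling are not stated. The design does not separate them.

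A difference in direction between time-points was found for 21 genes, which were upregulated at 1 time-point and downregulated at another. All 21 were also past the threshold between 2 cold time-points, which follows largely from how they were selected and adds no separate test. With time labels drawn again within replicate numbers, 2 of 100 draws, the real one included, gave as many such genes. The highest number in another draw was 35, in a draw where none of the 0 h libraries kept its label, so that cold samples served as the baseline. Under TMM normalization 20 of the 21 genes were called both ways, so scaling does not explain the pattern. Without 0 h replicate 3, 13 of them were, against 12 and 13 without replicates 1 and 2, so that replicate alone does not explain it. For low counts, 0 of the 21 had a mean under 1 CPM, but being called in both directions on log2(CPM + 1) itself requires such levels, so this decides nothing. Of the 21, 19 were up at 4 h and down at 7 d. The hours of sampling are not stated. If the 4 h samples came from another time of day than the 0 h samples, that alone could give the rises at 4 h. It would not give the falls at 7 d if those samples were taken at the hour of the 0 h samples, so time of day is left open. A brief rise early in the cold that is followed by suppression may give the same pattern and remains a hypothesis.

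LsCBF14 was higher at 7 d than at 4 h, by a log2 fold change of 0.73, whereas 7 of the other 10 LsCBF genes were lower at 7 d past the threshold and the rest were lower short of it. This was a difference between time-points tested directly, with an adjusted p of 0.00558 from limma with Benjamini-Hochberg adjustment, and 3 of 3 replicates at 7 d were above every replicate at 4 h. Under TMM normalization the log2 fold change was 0.61 (adjusted p = 0.0287 from limma with Benjamini-Hochberg adjustment). Over the 15 alternatives the adjusted p ran from 0.00249 to 0.0319, at most 0.01 in 10 of them, and the log2 fold change from 0.60 to 0.75. The increase is thus not removed by scaling, although its side of the 0.01 threshold depends on it. With 1 replicate of 4 h or 7 d left out, the log2 fold change was 0.60 to 0.85 in 6 fits. Reads shared with other LsCBF genes could carry a rise of another member into LsCBF14. The largest log2 fold change of 7 d against 4 h among the 10 others was -0.38, so none of these 10 is a source of such a rise. LsCBF2, LsCBF6 and LsCBF13 have no entry in the deposited values and were not analysed here. The paper states from qRT-PCR that LsCBF2 and LsCBF13 did not change in the cold and that LsCBF6 peaked at 4 h, which speaks against them as sources, but sharing of reads with them was not tested here. From the same qRT-PCR it states a peak at 4 h for LsCBF14 too, which goes against the higher level at 7 d. A separate late regulation of LsCBF14 is a hypothesis, and plant age, which also differed, was not separated from time in the cold.

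Signals outside the genes the paper discusses were found for Ls3g76921.1 at 24 h, with a log2 fold change of 9.03, and for Ls4g84040.2 at 7 d, with 9.20, each higher in 3 of 3 cold samples. Under TMM normalization they were 9.02 and 9.06, so scaling does not explain them. With each replicate left out in turn, they ran from 9.00 to 9.07 and from 9.06 to 9.30 in 12 fits, so no single library explains them. In the edgeR quasi-likelihood test they were 10.04 and 9.70. Reads shared with other genes were not tested for them. Light fell together with temperature, and which of these they respond to was not tested.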

How the results depend on the processing

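Most alternatives were set before the data were examined. TMM normalization in limma, a trend in the variance in limma, and the edgeR quasi-likelihood test with library size only and without a filter were chosen after seeing the data. The edgeR quasi-likelihood test with TMM normalization had been named in the design for counts, and was added as an alternative once the values were seen to be CPM. For the group means this test and the pseudocount of 0.1 were added last, after the results were known, and so was this test for the family medians. Counts of genes are called moved here when they differ from the reported count by more than 1.5 times, and group means and family medians when they differ by more than 1 SD of the replicates. That SD is not the standard error of the change from 0 h, so a move is a label and not a test. Apart from the comparison of scaling and pseudocount for the group means, the cause of a move or reversal was not tested.

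Some results did not move under any alternative run for them. The number of LsCBF genes past the threshold at 4 h was 8 in the reported test and between 6 and 10 under the alternatives run for all genes, 6 with the test against a 2-fold change and 10 with a pseudocount of 0.1 and in each test on the recovered reads. In further settings tried for the LsCBF genes, 11 were called in limma without a filter with a pseudocount of 0.1, in the edgeR likelihood ratio test without a filter, and in the edgeR quasi-likelihood test adjusted over the LsCBF genes alone. LsCBF genes with their highest level at 4 h numbered 10 by the mean CPM, the median CPM and the log2 fold change. The 24 h medians of proline biosynthesis and ultraviolet genes stayed within 1 SD, as did the 4 h median of calcium genes, whereas every group mean moved under at least 1 alternative. With no filter, with filterByExpr, with only the 2 time-points compared, with the replicate block in limma, with an adjusted p-value of at most 0.05 and with a trend in the variance, no count moved. COR genes at any time-point numbered 3923, 3938, 3807, 3948, 4013 and 3965 under these. Samples with the same replicate number in their labels were paired for the block. After the means of the time-points were removed, Pearson's r between them across genes averaged 0.0358 over 18 pairs, against -0.0176 over 36 pairs with different numbers.

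The test against a 2-fold change itself lowered nearly all counts. COR genes at any time-point fell to 896, with 699 upregulated and 197 downregulated, and upregulated genes to 311 at 4 h, 473 at 24 h, 238 at 7 d and 72 at all 3. Of downregulated genes it left 6 at 4 h, 112 at 24 h, 118 at 7 d and 2 at all 3. Between cold time-points it left 213 genes for 24 h against 4 h, 94 for 7 d against 24 h and 402 for 7 d against 4 h. Genes called in both directions fell to 0, with 6 at an unadjusted p under 0.05. Its classes of induction peaking at 4 h, 24 h and 7 d held 213, 315 and 99 genes, those of suppression 4, 91 and 102, and 72 genes were induced throughout.

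With a pseudocount of 0.1, 213 genes were downregulated at 4 h, 1191 at 24 h, 1169 at 7 d and 1863 at any. Suppression then peaked at 4 h, 24 h and 7 d for 84, 909 and 844 genes, and 40 genes were called in both directions. The medians at 7 d were 1.22 for helicase and -1.71 for laccase genes. The means of G1 were 2.02 at 4 h and 0.80 at 24 h, and that of G6 was -0.80 at 24 h and -1.56 at 7 d. At 4 h, 24 h and 7 d, G2 was at 0.93, 2.21 and 1.17, G3 at 0.27, 0.90 and 1.61, G4 at 2.02, 2.09 and 1.87, and G5 at -0.63, -1.39 and -0.81.

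In the edgeR likelihood ratio test on the recovered reads, 390 genes were downregulated at 4 h, 1598 at 24 h, 1915 at 7 d, 155 at all 3 and 2726 at any. The classes of suppression peaking at 4 h, 24 h and 7 d held 179, 1068 and 1448 genes. It called 427 genes up at all 3 time-points, which are the class induced throughout (427 genes), and 79 in both directions. Between cold time-points it called 2220 genes for 24 h against 4 h, 1633 for 7 d against 24 h and 3572 for 7 d against 4 h. In the edgeR exact test, 373 genes were downregulated at 4 h, 1569 at 24 h, 1888 at 7 d, 154 at all 3 and 2665 at any. By peak of suppression at 4 h, 24 h and 7 d, these were 161, 1047 and 1427 genes. It called 75 genes in both directions, and 2168, 1573 and 3522 for the same contrasts between cold time-points. In DESeq2, 330 genes were downregulated at 4 h, 1498 at 24 h, 1833 at 7 d, 143 at all 3 and 2569 at any. Suppression peaking at 4 h, 24 h and 7 d was found for 133, 1011 and 1397 genes. Genes differing between 7 d and 24 h numbered 1467, and 66 were called in both directions.

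In the edgeR quasi-likelihood test with TMM normalization, 280 genes were downregulated at 4 h, 1397 at 24 h, 1701 at 7 d, 127 at all 3 and 2381 at any. Its classes of suppression at 4 h, 24 h and 7 d held 105, 954 and 1298 genes. It called 1346 genes between 7 d and 24 h and 56 in both directions. When the replicate block was added to it, 268 genes were downregulated at 4 h, 1337 at 24 h, 1645 at 7 d, 123 at all 3 and 2284 at any. Suppression at 4 h, 24 h and 7 d then comprised 97, 913 and 1253 genes. The corresponding numbers were 1326 between 7 d and 24 h and 52 in both directions. Without a filter, 283 genes were downregulated at 4 h, 1411 at 24 h, 1727 at 7 d, 129 at all 3 and 2417 at any. Peaks of suppression at 4 h, 24 h and 7 d were assigned to 106, 965 and 1323 genes. Here 1347 genes differed between 7 d and 24 h, and 56 were called in both directions. With library size only, 234 genes were downregulated at 4 h, 1242 at 24 h, 1216 at 7 d, 94 at all 3 and 1930 at any. For suppression at 4 h, 24 h and 7 d this gave 91, 933 and 880 genes. It gave 428 genes up at all 3 time-points, the class induced throughout (428 genes), 1299 between 7 d and 24 h, and 49 in both directions.

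In the edgeR quasi-likelihood test with TMM normalization the group means at 4 h, 24 h and 7 d were 2.08, 0.82 and 0.096 for G1, 0.94, 2.27 and 1.08 for G2, 0.24, 0.90 and 1.51 for G3, 2.28, 2.35 and 2.02 for G4, -0.73, -1.54 and -1.04 for G5 and -0.20, -0.90 and -1.93 for G6. The medians at 7 d were -1.36 for chlorophyll a-b binding, 1.04 for helicase, -1.93 for laccase and -1.66 for ribulose bisphosphate carboxylase genes, and at 24 h -1.004 for auxin and -1.25 for cell wall genes. All of these kept the sign of the reported values.

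Scaling moved the results at 7 d. Under RLE normalization 918 genes were upregulated at 7 d, 34 were called in both directions, and 531 peaked by induction and 837 by suppression at 7 d. Under TMM normalization in limma, 988 genes were upregulated at 7 d and 583 peaked by induction at 7 d. The group means under RLE normalization were 0.074 for G1, 0.77 for G2, 1.16 for G3, 1.16 for G4, -0.79 for G5 and -1.23 for G6 at 7 d. At 4 h they were 0.67 for G2, 0.15 for G3 and -0.54 for G5. Under TMM normalization they were 0.093, 0.80, 1.19, 1.18, -0.77 and -1.21 for G1 to G6 at 7 d, and 0.68, 0.15 and -0.53 for G2, G3 and G5 at 4 h. Family medians at 7 d under RLE normalization were -1.38 for chlorophyll a-b binding, 0.99 for helicase, -1.21 for laccase, 1.03 for ribosome, nucleolus or rRNA, and -1.68 for ribulose bisphosphate carboxylase genes. Under TMM normalization the medians of these families were -1.35, 1.02, -1.20, 1.06 and -1.66. All of these group means and medians kept their sign.

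With the median over genes in place of the mean, G1 was at 1.41 at 4 h and 0.54 at 24 h. G2 was at 0.58, 1.51 and 0.75 at 4 h, 24 h and 7 d, G3 at 0.63 at 24 h and 1.24 at 7 d, and G4 at 1.16, 1.19 and 1.14 at 4 h, 24 h and 7 d. G5 was at -0.47 at 4 h and -0.99 at 24 h, and G6 at -0.97 at 7 d. When each gene was placed by the mean of its hierarchical cluster of 6, induction peaking at 4 h, 24 h and 7 d held 158, 2549 and 0 genes and suppression 0, 0 and 1231. These counts follow from whole clusters and come from no test of single genes. When the peak also had to differ from both other cold time-points, induction at 4 h, 24 h and 7 d held 491, 354 and 526 genes and suppression 13, 178 and 219.

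The log2 fold changes that reversed were all of size 0.22 or less in the reported test and not past the threshold there. That of the Delta-1-pyrroline-5-carboxylate synthase gene (Ls2g117820.3) at 4 h was -0.044 under RLE normalization, -0.034 under TMM normalization, -0.044 in the edgeR likelihood ratio test, -0.044 in the exact test and -0.054 in DESeq2. In the edgeR quasi-likelihood test it was -0.044, with the block -0.040 and without a filter -0.050. EIF2a at 4 h was at -0.013, -0.0031, -0.0035, -0.0035, -0.014, -0.0034, -0.0021 and -0.0097 under these settings in the same order. Laccase-11 (Ls2g76580.1) at 4 h was at -0.0058 under RLE normalization and -0.027 with the block in the edgeR quasi-likelihood test. Of 4208 single-gene values under the alternatives, those that left out a replicate included, 52 were weaker, 93 stronger and 35 reversed.

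Across the 12 fits that each left out one replicate, COR genes at any time-point numbered 3806 to 4119. Genes downregulated at 4 h numbered 122 to 206 and genes with suppression peaking at 4 h 38 to 80, and the highest number of both came without 0 h replicate 3. Other counts stayed within 1.5 times the reported ones. Log2 fold changes that reversed ranged from -0.15 to 0.034 for LsCBF3 at 7 d, from -0.015 to 0.11 for LsCBF4 at 24 h and from -0.016 to 0.11 for LsCBF4 at 7 d. The range was from -0.17 to 0.012 for Calcium-binding protein PBP1 at 7 d, from -0.029 to 0.065 for the Delta-1-pyrroline-5-carboxylate synthase gene at 4 h and from -0.097 to 0.39 for ATP-dependent DNA helicase PIF1 at 4 h. At 4 h it was from -0.031 to 0.30 for Pectinesterase inhibitor 7, from -0.033 to 0.10 for Dehydrin COR47 and from -0.050 to 0.11 for EIF2a. For the Laccase-11 genes at 4 h it was from -0.088 to 0.20 (Ls2g76580.1), from -0.14 to 0.013 (Ls3g76181.2) and from -0.24 to 0.091 (Ls2g76980.1).

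Depth limits the genes with few reads. Adding 1 CPM holds down the log2 fold changes of genes such as LsCBF1, LsCBF4 and LsCBF8, and the 1627 genes under the filter were not tested in the reported fit, only in those without a filter. A prior count of 2 in place of edgeR's default was tried for the LsCBF genes in the edgeR quasi-likelihood test, and the log2 fold change of LsCBF4 at 4 h was 2.33 with it. Fisher's exact test of families was not run, since descriptions were used only for listed genes.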

Differences from the paper's values

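Cold-repressed COR genes numbered 2492 in the paper and 1193 here. The paper's count was approached to within 1.5 times under the alternatives with a pseudocount of 0.1 (1863), the edgeR likelihood ratio test (2726), the edgeR exact test (2665), DESeq2 (2569), and the replicate block in the edgeR quasi-likelihood test (2284), all set before the data were examined. It was not with no filter, filterByExpr, RLE normalization, only the 2 time-points compared, the replicate block in limma, an adjusted p-value of at most 0.05, the test against a 2-fold change, or any replicate left out. The edgeR quasi-likelihood test, named in the design for counts and chosen as an alternative after seeing the values, gave 2381.

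Downregulated genes numbered 325 in the paper and 132 here at 4 h. The count was 390 in the edgeR likelihood ratio test, 373 in the exact test, 330 in DESeq2 and 268 with the replicate block in the edgeR quasi-likelihood test, and these closed the gap, as did the edgeR quasi-likelihood test chosen after seeing the values (280). At 24 h the paper's number is 1471, against 791 here. A pseudocount of 0.1 (1191), the likelihood ratio test (1598), the exact test (1569), DESeq2 (1498) and the block in the edgeR test (1337) closed the gap, and so did the edgeR quasi-likelihood test chosen after seeing the values (1397). At 7 d the paper's number is 1800, against 760 here. The likelihood ratio test (1915), the exact test (1888), DESeq2 (1833) and the block in the edgeR test (1645) closed the gap, and so did the edgeR quasi-likelihood test chosen after seeing the values (1701). Genes downregulated at all 3 time-points numbered 133 in the paper and 61 here, and 155, 154, 143 and 123 in these 4 tests in the same order, which closed the gap, with 127 in the edgeR quasi-likelihood test chosen after seeing the values. None of the other alternatives set before the data were examined closed these gaps.

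For LsCBF10 at 4 h the paper's log2 fold change is 9.3, against 5.19 here. It was 9.35 in the edgeR likelihood ratio test, 9.34 in the exact test, 9.50 in DESeq2 and 9.37 with the block in the edgeR quasi-likelihood test. LsCBF10 had 2, 1 and 0 reads in the 0 h libraries, so only a lower bound of its change is measured. With a prior count of 2 the edgeR quasi-likelihood test gave 7.97, so the closeness to 9.3 depends on the prior count. For LsCBF8 the paper's value is 7.3, against 0.95 here, with 7.28 in the likelihood ratio test, 7.18 in the exact test and 7.29 with the block, whereas 6.64 in DESeq2 did not close the gap. LsCBF8 had no read at 0 h, so these values are set by the prior count, and with a prior count of 2 the edgeR quasi-likelihood test gave 3.41. Their closeness to the paper's value carries no information on the size of the change, for which only a lower bound is measured. For LsCBF12 the paper's value is 7.2, against 5.24 here, with 7.09 under a pseudocount of 0.1, 7.24 in the likelihood ratio test, 7.24 in the exact test, 7.26 in DESeq2 and 7.27 with the block. The edgeR quasi-likelihood test, chosen after seeing the values, gave 9.35, 7.28 and 7.24. No other alternative set before the data were examined closed these gaps.

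The paper reports more upregulated genes at 4 h than at the other time-points. None of the 30 settings run gave that order, with the most upregulated genes at 7 d in 21 settings, the reported one included, and at 24 h in 9. The paper has the most downregulated genes at 7 d. Here they were at 24 h in 20 settings, the reported one included, and at 7 d in 10. These were RLE normalization, the test against a 2-fold change, the edgeR likelihood ratio and exact tests, DESeq2, the block in the edgeR test, the fit without 24 h replicate 1, and 3 settings chosen after seeing the values, namely TMM normalization in limma and the edgeR quasi-likelihood test with and without the filter.

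The paper describes LsCBF1, LsCBF4 and LsCBF8 as significantly increased. They were not called here. LsCBF4 and LsCBF8 were called with a pseudocount of 0.1, in the edgeR likelihood ratio and exact tests, in DESeq2, and with the block in the edgeR test. They were also called in the edgeR quasi-likelihood test with TMM normalization, with library size only and without a filter, which were chosen after seeing the values, and with its prior count of 2. LsCBF8 was called without 4 h replicate 1. The sum of LsCBF8, LsCBF9 and LsCBF10 was also called. At 4 h, LsCBF10 gave 37.3 CPM of its 44.3 CPM and LsCBF8 0.943 CPM, so that call does not bear on LsCBF8. LsCBF1 was called without a filter with a pseudocount of 0.1 and in the edgeR likelihood ratio and exact tests, and in the edgeR quasi-likelihood test adjusted over the LsCBF genes alone. The paper places the peak of all its cold-responsive LsCBF genes at 4 h. LsCBF14 had its highest mean at 7 d, 51.1 CPM, against 30.6 CPM at 4 h, by the mean and median CPM and by the log2 fold change. The paper's own Table S6 gives LsCBF14 folds of 2.76 at 4 h and 4.28 at 7 d, so its values also place this gene's peak at 7 d. The qRT-PCR goes the other way, since the paper states a peak at 4 h in it for these genes, LsCBF14 included. The paper gives LsCBF10 the largest increase and LsCBF8 the next. In limma the order was LsCBF11 (5.93), LsCBF12 (5.24) and LsCBF10 (5.19). LsCBF10 was above LsCBF11 with a pseudocount of 0.1, in the edgeR likelihood ratio and exact tests, in DESeq2, with the block in the edgeR test, and in the edgeR quasi-likelihood tests chosen after seeing the values.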

Other observations

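The splits of the samples, the draws of the time labels, and the tests of library size and scaling for 0 h replicate 3 and of the genes with the most reads were set in advance, and the other tests in this part were chosen only after the results were seen.

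For 4 h, 24 h and 7 d against 0 h, the real split was again the 1 of 4 comparable splits with the most genes past the threshold, and for LsCBF genes at 4 h it was the 1 of 4 with the most LsCBF genes. These designs cannot give a smaller share. With time labels drawn again within replicate numbers, the real labels gave the most COR genes at any time-point (1 of 100 draws), the most upregulated genes (1 of 100), the most genes upregulated at all 3 time-points (1 of 100) and the most LsCBF genes (1 of 100). The highest numbers in another draw were 2053, 773, 101 and 6. For downregulated genes 2 of 100 draws gave as many, with 1315 the highest of the others. For genes downregulated at all 3 time-points 7 of 100 draws gave as many as the real 61, with up to 212. In each of the 6 others, none of the 0 h libraries kept its label, so cold samples served as the baseline and differences between time-points can enter the count. In the 53 other draws that kept at least 1 of them, the highest count was 21. Whether this count is set apart from other groupings of the same samples is thus left open.

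0 h replicate 3 stood apart from the other 0 h libraries. The chi-square per gene, computed on genes with at least 20 reads, was 28.8 and 33.2 in its pairs, against 3.30 to 12.3 in the 10 other pairs of replicates. Thinning its reads to the total of 0 h replicate 1 left it at 32.1, and the TMM factors at 39.6, so neither library size nor scaling explains it. LsCBF11 was at 1.24 CPM in this library, below every cold sample, so a sample mislabelled from the cold does not explain it. A partial response like that to 4 h of cold might explain it. Across genes, Pearson's r of its difference from replicate 2 with the difference of 4 h from replicate 1 was 0.217, and that of its difference from replicate 1 with the difference of 4 h from replicate 2 was 0.191. The comparison without it in the first difference, of replicate 1 from replicate 2, gave 0.0326. In the same order, the values were 0.136, 0.0894 and 0.0683 with the difference at 24 h, and 0.0697, -0.00801 and 0.121 at 7 d, where the comparison without replicate 3 was the highest. A partial response thus cannot be told apart from variation between plants.

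More genes were upregulated than downregulated at 7 d under library-size scaling, and scaling may account for this. Upregulated genes made up 48.7% of the genes past the threshold under TMM normalization, and 43.5% when the 100 genes with the most reads were left out and CPM computed again (965 up and 1253 down). These 100 genes took 31.0 ± 1.24% of the reads at 0 h and 20.0 ± 0.338% at 7 d (SD, n = 3). A fall in the share of reads taken by these genes, which raises the CPM of the others, is thus a candidate explanation, and a fall in their transcripts at 7 d remains as its biological side.

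The clock genes LHY (Ls3g140720.1), REVEILLE 1 (Ls3g67100.1) and REVEILLE 8 (Ls2g109801.1) were higher in the cold, with log2 fold changes of 3.42, 3.87 and 2.11 at 4 h, 3.01, 2.49 and 1.43 at 24 h, and 2.22, 1.33 and 0.96 at 7 d. If the time of day alone caused this, and the 0 h and 24 h samples were taken at the same hour, the difference would vanish at 24 h. All 3 of the 3 genes were past the threshold at 24 h, but the hours of sampling are not stated, so time of day is not excluded. A changed phase of the clock in the cold may explain it, which these time-points do not test.

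Dehydrin COR47 (Ls3g74761.1) was at 0.100 ± 0.103 CPM at 0 h, 5.78 ± 1.39 CPM at 24 h and 5.70 ± 2.41 CPM at 7 d (SD, n = 3), with log2 fold changes of 0.03 at 4 h, 2.61 at 24 h and 2.55 at 7 d.

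The reference gene EIF2a (Ls6g95581) had log2 fold changes of 0.05, 0.42 and 0.44 at 4 h, 24 h and 7 d, and IPP2 (Ls2g17540) of 0.13, 0.17 and 0.35, none of them past the threshold of a 2-fold change. For EIF2a the adjusted p from limma with Benjamini-Hochberg adjustment was 0.00590 at 24 h and 0.00327 at 7 d. Under TMM normalization it was 0.00612 at 24 h, so scaling does not remove that increase, and 0.0269 at 7 d, so scaling may account for that one. Over the 15 alternatives it ran from 0.000116 to 0.0407 at 24 h, at most 0.01 in 14, and from 0.000719 to 0.0417 at 7 d, at most 0.01 in 7.

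The log2 fold changes listed in Table S5 were compared with those computed here for its 1997 genes. The median absolute difference was 0.174 for limma, 0.0605 for edgeR with library size only and 0.00542 for edgeR with TMM normalization, with a Pearson's r of 0.999997 for the last across genes. Linkage groups 0 to 3 are listed in full and hold 7803 genes of the table. Of the paper's 1757 genes on them, limma called 1163 (66.2%), limma with TMM normalization 1215 (69.2%), and the edgeR quasi-likelihood test 1637 (93.2%). The edgeR likelihood ratio test called 1716 (97.7%), the exact test 1711 (97.4%) and DESeq2 1650 (93.9%). The share of each test's own calls there that the paper also lists gave another order. It was 99.1% for limma with TMM normalization, 96.7% for the edgeR quasi-likelihood test, 94.0% for DESeq2 and 92.2% for limma. For the exact test it was 91.5% of 1869 calls, and for the likelihood ratio test 90.0% of 1906.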
